# Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of *Aquilaria sinensis*

**DOI:** 10.1186/1471-2164-14-227

**Published:** 2013-04-08

**Authors:** Yanhong Xu, Zheng Zhang, Mengxi Wang, Jianhe Wei, Hongjiang Chen, Zhihui Gao, Chun Sui, Hongmei Luo, Xingli Zhang, Yun Yang, Hui Meng, Wenlan Li

**Keywords:** Agarwood, *Aquilaria sinensis*, GC-MS, Sesquiterpenes, Transcriptome, Wound signal transduction

## Abstract

**Background:**

Agarwood is an expensive resinous heartwood derived from *Aquilaria* plants that is widely used in traditional medicines, incense and perfume. Only wounded trees can produce agarwood, and the huge demand for the agarwood products has led all *Aquilaria* spp. being endangered and listed in the Appendix II of the CITES (http://www.cites.org). The major components of agarwood are sesquiterpenes and phenylethyl chromones. Owing to a lack of genomic information, the molecular basis of wound-induced sesquiterpenes biosynthesis and agarwood formation remains unknown.

**Results:**

To identify the primary genes that maybe related to agarwood formation, we sequenced 2 cDNA libraries generated from healthy and wounded *A. sinensis* (Lour.) Gilg. A total of 89,137 unigenes with an average length of 678.65 bp were obtained, and they were annotated in detail at bioinformatics levels. Of those associated with agarwood formation, 30 putatively encoded enzymes in the sesquiterpene biosynthesis pathway, and a handful of transcription factors and protein kinases were related to wound signal transduction. Three full-length cDNAs of sesquiterpene synthases (*ASS1-3*) were cloned and expressed in *Escherichia coli*, and enzyme assays revealed that they are active enzymes, with the major products being δ-guaiene. A methyl jasmonate (MJ) induction experiment revealed that the expression of *ASS* was significantly induced by MJ, and the production of sesquiterpenes was elevated accordingly. The expression of some transcription factors and protein kinases, especially *MYB4*, *WRKY4*, *MPKK2* and *MAPK2*, was also induced by MJ and coordinated with *ASS* expression, suggesting they maybe positive regulators of *ASS*.

**Conclusions:**

This study provides extensive transcriptome information for *Aquilaria* spp*.* and valuable clues for elucidating the mechanism of wound-induced agarwood sesquiterpenes biosynthesis and their regulation.

## Background

Agarwood is widely used in traditional medicines as a digestive, sedative, and antiemetic drug and is also popular as incense and perfume in the Middle East, South Asia, Japan, and China. Additionally, the agarwood sculpturing for interior decoration is another important aspect of its value which generates a lot of income in Asia. In the international market, high-quality agarwood is more costly than gold. Agarwood is a dark, resinous, non-timber wood that forms in the stem, branch, or root of *Aquilaria* and *Gyrinops* trees after they are wounded and infected by a fungus (under natural conditions, the wounds can be caused by wind, lightning strikes, the gnawing of ants or insects, or microorganism invasion), but these natural processes always develop very slowly over decades. Owing to the economic value and great demand of agarwood, natural *Aquilaria* forests have been destroyed in almost all countries in which agarwood is commercially exploited. For the protection of wild *Aquilaria* resources and their sustainable use, all *Aquilaria* spp. have been listed in Appendix II of the Convention on International Trade in Endangered Species of Wild Fauna and Flora (http://www.cites.org [accessed 7 August 2012]), and *Aquilaria* cultivation has been drawn much attention in countries such as China, India, Vietnam, Indonesia, Malaysia, and Thailand. However, the current methods used by farmers, including partial trunk pruning, burn-chisel-drill, and fungi inoculation, all require considerable time to produce agarwood and result in a product with very low yield and quality.

*Aquilaria sinensis* (Lour.) Gilg is one of the most important plant resources for producing agarwood in China as well as the only certified source for agarwood listed in *China Pharmacopoeia*[1]. More than 20 million planted *A. sinensis* trees are estimated to be scattered throughout Hainan, Guangdong, and Yunnan Provinces, and more than one-fourth of them are older than 5 years and have become available for agarwood induction. Uncovering the mechanism of agarwood formation in wounded trees is crucial to establishing an efficient induction method for agarwood.

Studies have shown that sesquiterpenes and phenylethyl chromone derivatives are the main compounds in agarwood [2-7]. Thus, understanding the biosynthesis and regulation of sesquiterpenes and chromone in *Aquilaria* spp. is critically important in determining the mechanism of agarwood formation. However, to date, the biosynthesis pathway of chromone derivatives remains almost unknown. The terpenoid metabolism pathway is, by comparison, very clear. The biosynthesis of sesquiterpenes can reportedly occur via the mevalonic acid (MVA) [8,9] and 1-deoxy-d-xylulose-5-phosphate (DXP) [10] pathways (Additional file 1: Figure S1), in which sesquiterpene synthases are enzymes used in the final step to form sesquiterpenes. Currently, many studies on the functional identification and regulation of these enzymes have been reported. In *Gossypium arboreum*, GaWRKY1 positively regulates the expression of (+)-δ-cadinene synthase, which catalyzes the branch point leading to biosynthesis of sesquiterpene gossypol [11]. AaWRKY1 regulates the expression of amorpha-4,11-diene synthase (ADS), which is the key artemisinin biosynthesis enzyme in *Artemisia annua*. Overexpression of AaWRKY1 in tobacco or in *A. annua* can significantly activate ADS promoter activity, and artemisinin production increases accordingly [12]. The latest report on *Arabidopsis* has shown that transcription factor (TF) MYC2 interacts with DELLA proteins, positively regulating the expression of sesquiterpene synthases TPS21 and TPS11 in the jasmonic acid (JA) and gibberellic acid (GA) signaling pathways [13]. However, studies on agarwood sesquiterpenes in *Aquilaria* spp*.* are still extremely limited, and with the exception of five δ-guaiene synthase genes (*AcC1*, *AcC2*, *AcC3*, *AcC4*, and *AcL154*), which were cloned from cell cultures of *A. crassna*[5], most of the genes remain to be cloned. Kumeta & Ito [5] have also found that methyl jasmonate (MJ) treatment increases the expression of these genes and induces the production of sesquiterpene δ-guaiene. Their report was the first and remains the only molecular report of sesquiterpene biosynthesis and regulation in *Aquilaria* spp..

Agarwood is produced after an *Aquilaria* tree is wounded [14-17]. We have observed that in the early period of agarwood formation, the resin in agarwood exists in 2 forms: tylose and gel (our unpublished data), and the sesquiterpenes in agarwood have antimicrobial and anti-disease activity [6]. Based on previous studies, we have hypothesized that agarwood is the product of a plant defense response [18]: when an *Aquilaria* tree is wounded, damage signals are induced and transmitted, activating the defense response, after which defensive substances such as sesquiterpenes and phenylethyl chromone derivatives are produced. When these products combine with the wood tissue to avoid damage expansion, agarwood forms. The key to testing this hypothesis is to reveal the mechanism of wound-induced biosynthesis of agarwood sesquiterpenes, but this goal is hindered by the very limited amount of genomic information available for *Aquilaria*. The present study made use of 454 sequencing technology in order to (i) provide detailed insight into the transcriptomes of healthy and wounded *A. sinensis*, (ii) discover candidate transcripts with significant homology to important enzymes in the sesquiterpene biosynthesis pathway and verify their function, and (iii) identify candidate regulators that might be related to wound signal transduction and regulation of agarwood formation.

## Results

### Transcriptome sequence assembly and annotation

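RNA from the stems of 3-year-old *A. sinensis* trees was made into 2 cDNA libraries, 1 labelled healthy (H) and 1 labelled wounded (W), and sequenced by GS-FLX pyrosequencing. The material of W came from stems taken 6 cm below the pruned site 2, 4, 6, 8, 12 and 24 h and 3 and 5 d after pruning, and these 8 times were mixed in equal proportion, so W holds no separate time. The authors made the cDNA by SMART synthesis and long-distance PCR of 25 cycles, removed reads shorter than 100 bp, assembled the reads of both libraries with MIRA, clustered the resulting sequences with UIcluster and assembled each cluster with Cap3, which gave the unigenes, the assembled transcript sequences. For each unigene the deposited values are its length, the count of reads from each library and the count scaled to the library (RPM). The counts summed to 432265 reads in H, 81.5% of the 530438 high-quality reads the paper reports, and to 423466 reads in W, 78.0% of the paper's 543031. All values given here use the counts and these sums. The 10 most abundant unigenes took 2.51% of the reads in H and 1.44% in W, so no small group of transcripts dominated either library. Each unigene was compared between the libraries by a chi-square test on its reads with a threshold of P = 0.01, the test and threshold that the paper's methods name. The choice of unadjusted P and of the reads in unigenes as library size was made here, since the paper's text names neither. With 1 library per condition, the test compares the libraries, not the conditions, and no difference has a replicate check. A ratio is the share of reads in W divided by that in H, and its exact (Clopper-Pearson) 95% interval covers counting error only, since the reads come from amplified cDNA without molecular identifiers. Where 1 library had no reads, the fold was computed against a floor of 3 reads. Over the 16286 unigenes with at least 10 reads and reads in both libraries, the median log2 ratio was 0.17, so that a ratio of 1.12 is the middle of these unigenes. Scaling by this median moved log2 ratios by -0.17 and edgeR's TMM moved them by -0.20.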

Two cDNA libraries from the stems of the healthy and wounded *A. sinensis* (designated H and W) were constructed using Switching Mechanism At 5' end of RNA Transcript (SMART) technology. The 2 libraries were sequenced in one run using 454 GS-FLX pyrosequencing technology. A total of 562,060 (H) and 565,008 (W) raw reads were generated (Table 1). After the removal of sequences shorter than 100 bp and empty vectors, 1,073,469 high-quality reads [NCBI GEO, accession no. GSE42246], including 530,438 (94.37% of the raw reads) from the H library and 543,031 (96.11% of the raw reads) from the W library, were obtained. 

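Most unigenes were represented by few reads in either library. Of the 67972 unigenes with reads in H, 20025 (29.5%) had 1 read from that library, and of the 74139 with reads in W, 18622 (25.1%) had 1 read from W. With a minimum of 3 reads in the library, 30948 unigenes were detected in H and 34739 in W. More unigenes were thus detected in W than in H at both minimums, although W had fewer reads in unigenes.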

After *de novo* assembly of these reads, 67,972 unigenes from the H library and 74,139 unigenes from the W library were generated, respectively (Table 1). Combining the reads from the 2 libraries, we obtained 89,137 unigenes with an average length of 678.65 bp. More than 70% of these unigenes were between 200 bp and 600 bp long (Figure 1), and almost 17% contained more than 10 reads (Additional file 2: Table S1).

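The deposited unigenes had a mean length of 678.65 bp and a median of 536 bp, and ranged from 51 to 16697 bp. Of the 89137 unigenes, 47550 (53.3%) were 200 to 600 bp long and 69.9% were 200 to 800 bp long. Over both libraries, 15159 unigenes (17.0%) contained more than 10 reads, the median was 3 reads, and the most abundant unigene had 3002 reads. By their identifiers the unigenes fell into 63951 clusters of similar sequence, of which 4257 held more than 1 unigene that Cap3 had not merged. Reads of 1 transcript can be divided among the members of such a cluster.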

**Figure 1:**
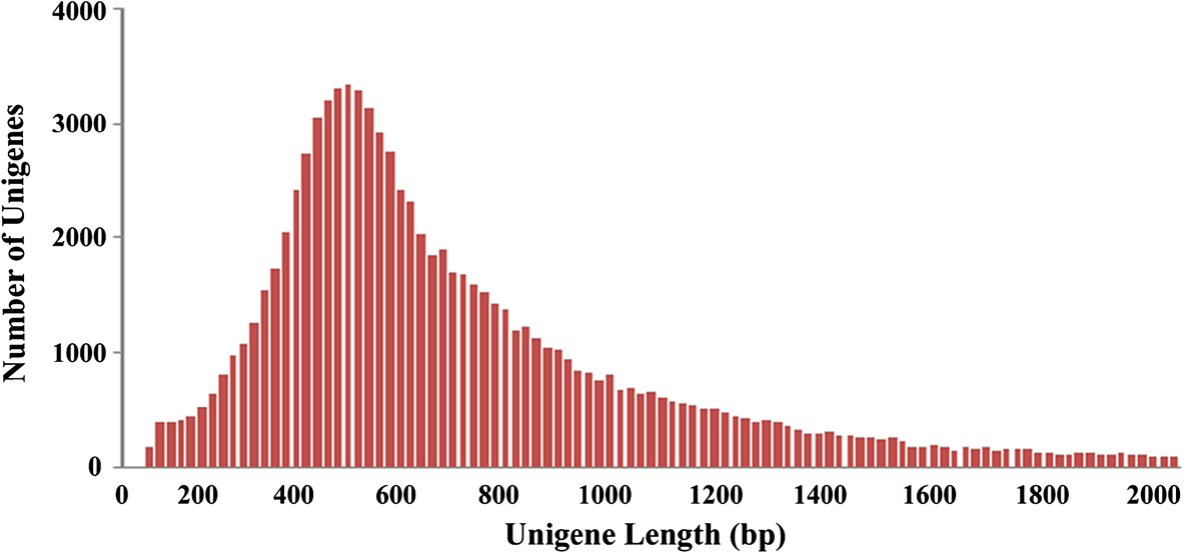
**Length distribution for *Aquilaria sinensis *unigenes.** Over 70% of these unigenes are between 200 bp and 600 bp long.

**Table 1:** **Characteristics of the reads from the healthy and the wounded *A*. *sinensis***

**Numbers**	**Healthy**	**Wounded**
Total reads	562,060	565,008
Vector reads^a^	2,698	2,095
Low quality reads^b^	28,924	19,882
High quality reads^c^	530,438	543,031
Contigs^d^	66,207	71,657
Singlets^e^	1,765	2,482
Unigenes^f^	67,972	74,139

^a^ Vector reads: The reads sequences are all vector sequences.

^b^ Low quality reads: After removing empty reads and vector reads, the length of reads is less than the cutoff length (100 bp).

^c^ High quality reads: After removing empty reads and vector reads, the length of reads is more than the cutoff length (100 bp).

^d^ Contigs: reads number ≥ 2.

^e^ Singlets: reads = 1.

^f^ Unigenes = Contigs + Singlets.

The BLAST annotation of the 89,137 unigenes indicated that 22,051 (24.7%) shared homology with the sequences in the NCBI nucleotide database, and 38,159 (42.8%) had matches to known protein sequences in the NCBI non-redundant database. To obtain more information, we also carried out the BLASTX search against the SWISS-PROT protein database, and 17.1% of the unigenes were thus annotated (Additional file 3: Table S2), indicating that the information about the genomes and transcriptomes of *Aquilaria* spp*.* was very limited. Thus, our 454 database is important, and the unigene sequences obtained in this study may represent most of the novel genes of *Aquilaria* spp..

Based on an InterPro analysis, 48,530 (54%) unigenes were annotated with at least one GO term, and the distribution of gene functions based on the cellular component, molecular function, and biological process categories was very similar in the 2 libraries (Additional file 4: Figure S2). KEGG annotation showed that, in the metabolism process, although the W library had a total number of unigenes smaller than that of the H library, it had a slightly higher number of unigenes related to carbohydrate metabolism and metabolism of terpenoids and polyketides (Figure 2). This result indicated that the pruning wound in *A. sinensis* had activated carbohydrate, terpenoid, and polyketides metabolism, which may be related to agarwood formation.

**Figure 2:**
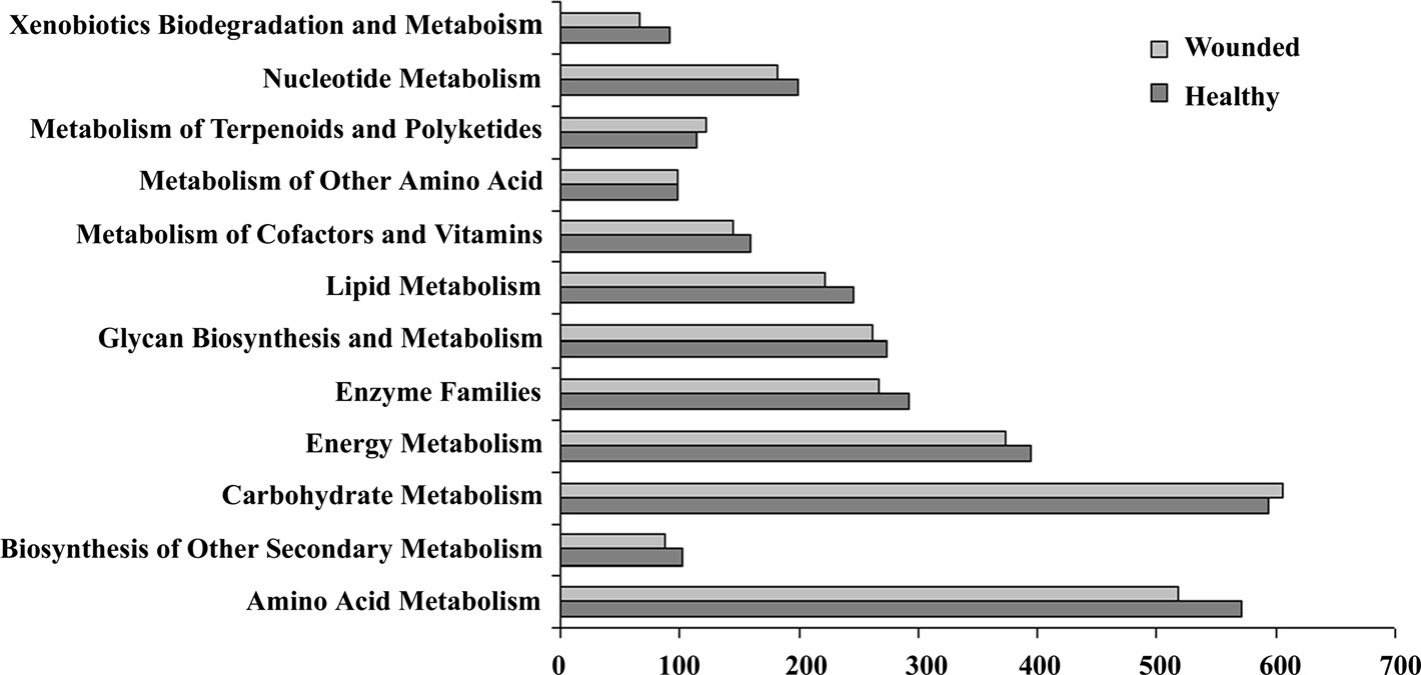
Comparison of KEGG metabolism categories in the wounded and healthy tissue libraries.

To investigate the differences between the 2 libraries, IDEG6 [19] was used to identify differentially expressed genes (DEGs). 

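At the threshold of P = 0.01 of the chi-square test, 3918 unigenes (4.40% of those detected) differed between the libraries. Of these, 1644 had a higher share of reads in W and 2274 a lower share. Transcripts seen in both libraries made up 2811 of them, 657 had reads only in H and 450 had reads only in W. The last 2 numbers were 365 and 165 with Yates' correction and 294 and 104 with a minimum of 10 reads, and 279 were only in W with either alternative scaling. In simulated libraries of this depth with counting error only, the test passed 0.241% of the unchanged unigenes and 0.784% of those with 10 or more reads. These are not false-positive rates for the 2 libraries, since amplification and differences between stems were not simulated. The fewest reads of a unigene that passed was 7, and 23934 unigenes had at least that many, so for the remaining unigenes a difference was not detectable at this depth with the reads in unigenes as library size. The split between the directions depended on the scaling, with 1045 higher and 2579 lower in W after median-ratio scaling and 992 higher and 2947 lower after TMM. With Benjamini-Hochberg adjustment over all unigenes, held to the same threshold of 0.01, 1376 passed, 340 higher and 1036 lower.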

A total of 47,169 DEGs were obtained, including 14,988 and 21,165 expressed uniquely in the H and W libraries, respectively; 11,016 were expressed in both libraries but at different levels (Figure 3). KEGG classification showed that the number of “up” unigenes was far greater than the number of “down” unigenes (the relative abundance of the W library vs. the H library: >1 marked “up”, <1 marked “down”; Figure 4): for metabolism and genetic information processing, 814 (82.5%) and 652 (83.8%) of the DEGs were “up”, respectively. 

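KEGG classes were not analysed here, since the deposited counts carry no annotation, and the direction is given over all unigenes. Among the DEGs with reads in both libraries, 1194 (42.5%) were higher in W and 1617 (57.5%) were lower. The difference between the directions grew with the size of the difference. Of the 3665 DEGs that differed at least 2-fold, 1433 were higher and 2232 lower in W, and of the 697 that differed at least 10-fold, 204 were higher and 493 lower. Among DEGs with more than 100 reads, 251 were higher and 270 lower. The direction depended on the threshold. With unigenes of 1 library counted without a test, 22359 were higher and 16615 lower, and at a threshold of 0.05, chosen after the data were seen, 5906 were higher and 5252 lower.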

The percentage and distribution of DEGs annotated with GO terms are shown in Additional file 5: Figure S3.

**Figure 3:**
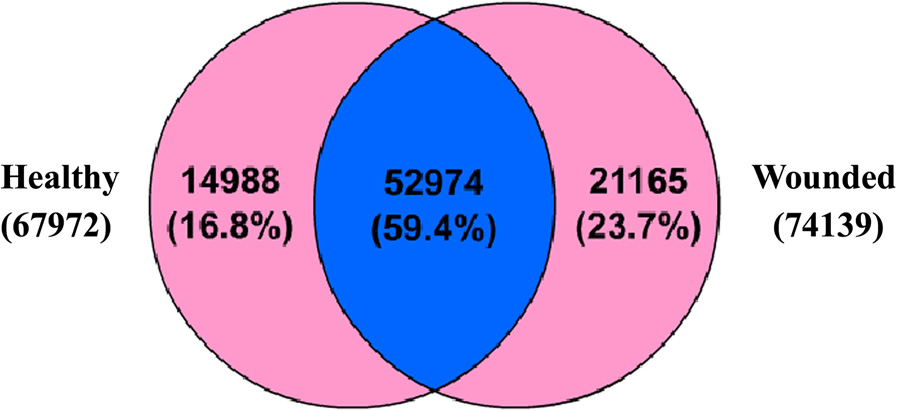
**Comparison of the unigenes expressed in the healthy and wounded tissue libraries.** The overlapping section represents the 52,974 (59.43%) unigenes that were found in both libraries; 14,988 (16.83%) unigenes were expressed only in the healthy library, and 21,165 (23.74%) unigenes were expressed only in the wounded library.

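Of the 89137 unigenes, 52974 (59.4%) had reads in both libraries, 14998 (16.8%) only in H and 21165 (23.7%) only in W. The unigenes seen in 1 library had few reads for the most part. Of those only in H, 14043 had 5 reads or fewer, as did 20352 of those only in W. Among more abundant unigenes the order turned. Of unigenes with 21 to 50 reads, 61 had all of them in H and 8 had all of them in W, and of those with 51 to 100 reads 19 were only in H and 0 only in W. With a minimum of 2 reads per library, 27728 unigenes were shared.

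**Figure D1:**
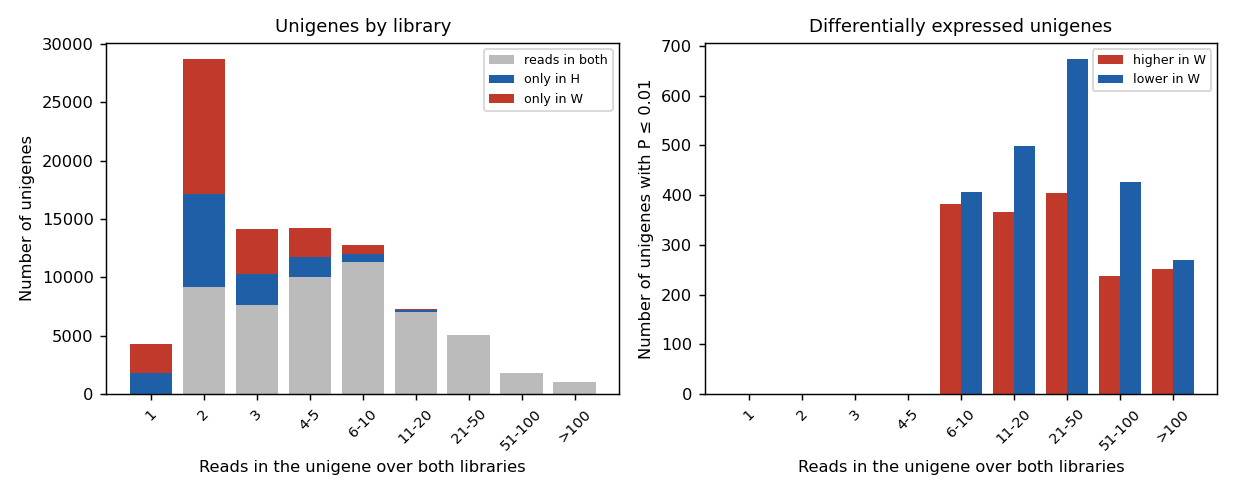
Unigenes by their number of reads over both libraries (x axis of both panels). The left panel stacks the number of unigenes with reads in both libraries (grey), only in H (blue) and only in W (red), and the right panel gives the number with P at or under 0.01 of the chi-square test, higher (red) or lower (blue) in W. Unigenes of 1 library lie mostly at 5 reads or fewer, where no unigene passed the test.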

**Figure 4:**
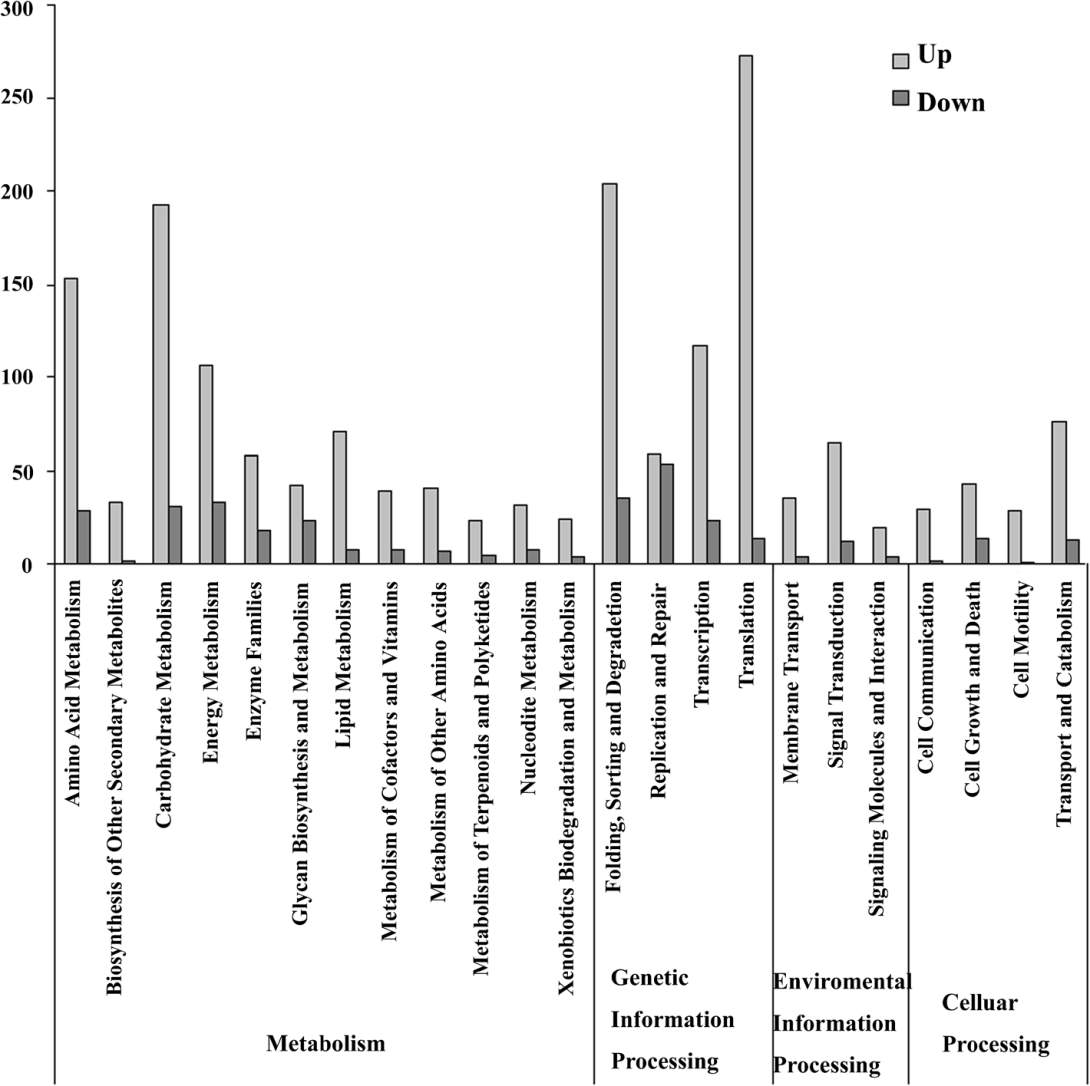
**Functional classification of differentially expressed genes based on KEGG classification.** In the categories metabolism, genetic information processing, environmental information processing, and cellular processing, the number of “up” unigenes was far greater than the number of “down” unigenes (the relative abundance of wounded library vs. healthy library >1 marked “up”, <1 marked “down”).

### Enzyme genes involved in sesquiterpenes biosynthesis

The biosynthesis of sesquiterpenes occurs via the MVA [8,9] and DXP [10] pathways, and 4 key enzymes are commonly involved: 3-hydroxy-3-methylglutaryl-coenzyme A reductase (HMGR), the first key enzyme in the MVP pathway; DXP synthase (DXPS), the first rate-limiting enzyme in the DXP pathway; farnesyl diphosphate (FPP) synthase (FPS); and sesquiterpenes synthases. 

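Of the 3 sesquiterpene pathway unigenes that Table S6 of the paper pairs with enzyme names, the one of the MVA pathway, HMGR, was far less abundant in W than in H, and the one of the DXP pathway, DXPS, did not pass the test. HMGR (Cluster60873.seq.Contig1, 2256 bp), whose enzyme makes mevalonate, had 131 reads in H and 9 in W. Its share of reads was 14.3-fold lower in W (95% interval 7.29 to 31.9, P = 2.18e-24 from the chi-square test). DXPS (Cluster61437.seq.Contig2, 2303 bp) had 13 reads in H and 14 in W, a ratio of 1.10 (95% interval 0.479 to 2.54, P = 0.806 from the chi-square test), and its ratio was 0.979 after median-ratio scaling and 0.957 after TMM. By RT-PCR of stems (Fig. 6A), the paper reports *HMGR* and *DXPS* higher after wounding, while its Table 2 lists more reads in the healthy library for the HMGR unigenes and about as many in both for the DXPS unigenes.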

In our 454 unigene database (H + W), 30 unigenes were annotated as being related to the sesquiterpene biosynthesis pathway, and 22 of them putatively encode these enzymes, including 3 HMGRs, 12 DXPSs, 2 FPSs, and 5 sesquiterpene synthases (Table 2). Unigenes putatively encoding other enzymes in the sesquiterpene biosynthesis pathway were also found, including acetyl-coenzyme A acyltransferase (ACTC), mevalonate kinase (MK), phosphomevalonate kinase (PMK), and 2-C-methyl-d-erythritol-2, 4-cyclodiphosphate synthase (MCS) (see Table 2).

**Table 2:** Number of unigenes and 454 annotated reads involved in sesquiterpenes biosynthesis

**Enzyme Code (EC)**	**Abbreviated enzyme name**	**Enzyme name**	**Numbers of unigenes**	**Numbers of 454 reads**	
				**Healthy**	**Wounded**
2.3.1.16	ACTC	acetyl-CoA acyltransferase	2	19	0
1.1.1.34	HMGR	HMG CoA reductase	3	151	21
2.2.1.7	DXPS	1-deoxy-D-xylulose-5- phosphate synthase	12	35	37
1.1.1.267	DXPR	1-deoxy-D-xylulose-5- phosphate reductoisomerase	1	3	2
2.7.1.36	MK	mevalonate kinase	1	48	1
2.7.4.2	PMK	phosphomevalonate kinase	3	9	12
4.6.1.12	MCS	2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase	1	11	11
2.5.1.10	FPS	farnesyl diphosphate synthase	2	78	5
	SS	sesquitrpene synthase	5	383	10

FPS is a branch point enzyme in terpenoid biosynthesis [20-22]. Its product, FPP, is the common precursor of sesquiterpenes, steroids, and farnesylated proteins. We found two unigenes that putatively encode FPS. 

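*AsFPS*, the unigene whose enzyme makes farnesyl diphosphate, was also much less abundant in W. It (Cluster58892.seq.Contig1, 1342 bp) had 74 reads in H and 4 in W, 18.1-fold lower in W with a 95% interval of 6.79 to 68.3 (P = 4.66e-15 from the chi-square test). By RT-PCR of stems (Fig. 6A), the paper reports *FPS* higher after wounding, while its Table 2 lists more reads in the healthy library for the FPS unigenes. The second FPS unigene was not analysed here, because Table S6 does not pair it with an identifier.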

One is a full-length cDNA (named *AsFPS*) that has an open reading frame of 1029 nucleotides and encodes a protein of 342 amino acids. The phenetic relationship between *AsFPS* and the FPSs characterized in other species is depicted in Additional file 6: Figure S4. *AsFPS* had the highest homology with the FPS sequence from *Aquilaria. microcarpa* (GenBank ID: ADH95185; 97% identity, with a difference of 5 amino acids), suggesting that *AsFPS* belongs to the FPS family.

With the exception of one FPS, the full-length open-reading frames (ORFs) of other unigenes were unavailable. Sesquiterpene synthases are the key enzymes that catalyze FPP, leading to sesquiterpenes biosynthesis. Therefore, they were the focus of this study.

### Cloning and functional identification of *A. quilaria* sesquiterpene synthase genes (*ASSs*)

Based on the degenerated primers, 3 full-length cDNAs of sesquiterpenes synthases (*ASS1*, *ASS2*, and *ASS3*) were cloned and deposited in the NCBI database under the accession numbers JQ712682, JQ712683, and JQ712684. They have ORFs of 1644 nucleotides, which encode almost the same protein of 547 amino acids. Their nucleotide and protein sequences have more than 92% identity with one another. The alignment of their nucleotide and deduced amino acid sequences are shown in Additional file 7: Figures S5 and Additional file 8: Figures S6, respectively. These proteins contain 2 motifs (the RRx_8_W motif at the N-terminus and the DDxxD motif known to be a divalent metal ion substrate-binding site) that are functionally important and highly conserved in all terpene synthase proteins. The phenetic relationship between the 3 putative proteins and other characterized sesquiterpenes synthases is shown in Additional file 9: Figure S7. ASS1-3 were grouped with ACY38194, ACY38195, ACY38196, ACY38197 [5], AEG77018, AEG77021, and AEG77019 [23], which were cloned from *A. crassna*.

To confirm that *ASS1-3* encode active ASSs, we cloned them into a pET-28a vector and heterologously expressed them in *E. coli*. The fusion proteins were detected in soluble fractions (data not shown). The enzyme assays were performed using the geranyl diphosphate (C10), FPP (C15), and geranylgeranyl diphosphate (C20) substrates, and the reaction products were analyzed using GC-MS. The result showed that ASS1-3 did not accept geranyl diphosphate or geranylgeranyl diphosphate as a substrate, converting only FPP to terpene products. The 3 enzymes yielded the same compounds; the major product was identified as δ-guaiene (74.2%), and the minor products as β-elemene (16.3%) and α-guaiene (9.5%) (Figure 5).

**Figure 5:**
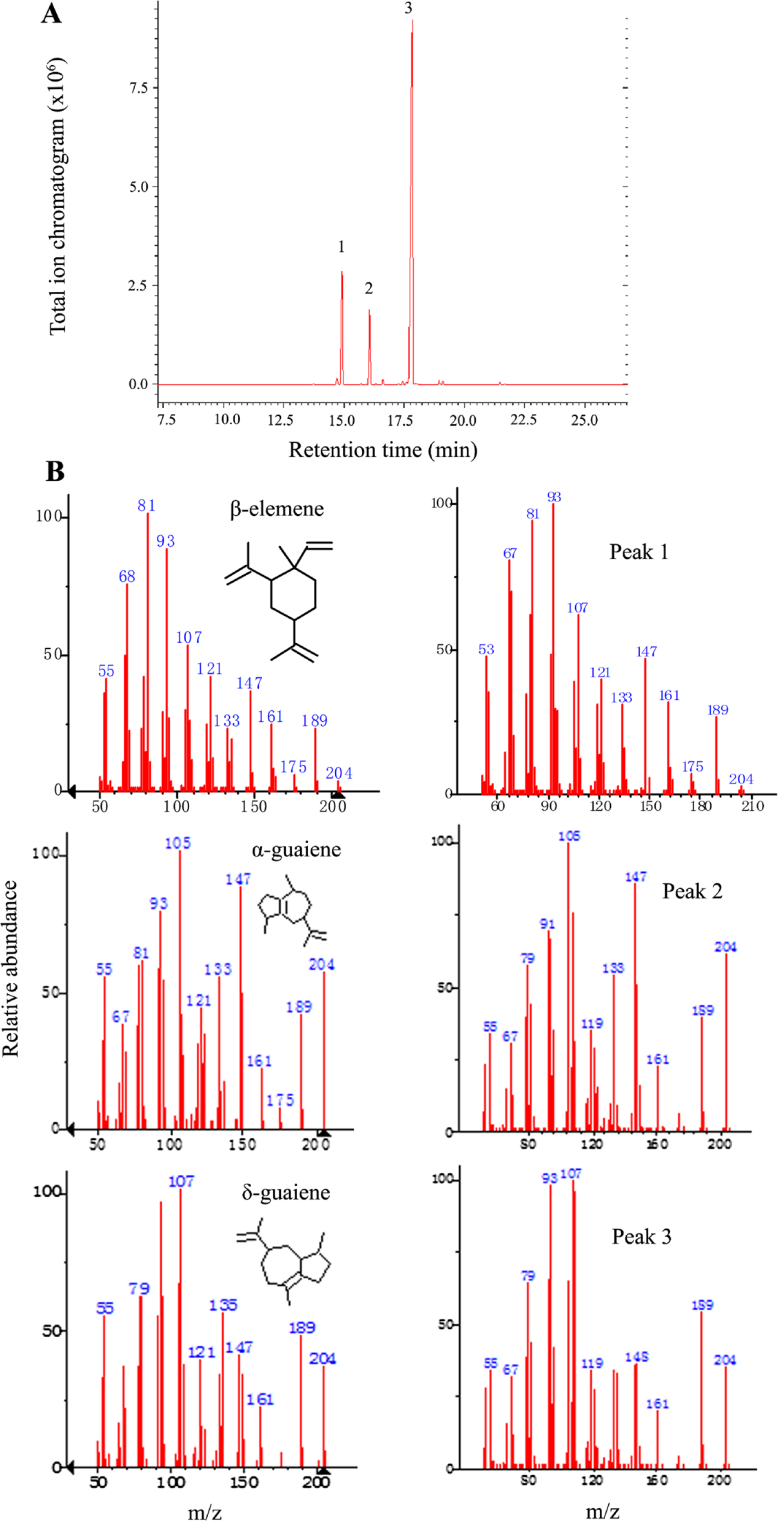
**Gas chromatography-mass spectroscopy profiles.** (**A**) Total ion chromatogram of the products formed by sesquiterpene synthases (ASSs) with farnesyl diphosphate as a substrate. (**B**) Mass spectra of the sesquiterpenes and their authentic standards. Peak 1 is β-elemene, peak 2 is α-guaiene, and peak 3 is δ-guaiene.

### Expression of *ASSs* induced by MJ and identification of sesquiterpenes produced in MJ-treated calluses

We analyzed the expression profile of *ASS* using RT-PCR. Two pools of cDNAs, one derived from the wounded stems of the 3-year-old *A. sinensis* that comprised the 454 library and another from *A. sinensis* calluses treated with MJ, were used for the analysis. MJ is an essential signaling molecule that modulates plant secondary metabolism [24-26] and is capable of inducing the production of sesquiterpenes in *Aquilaria* spp. [5,27,28]. Therefore, MJ-treated calluses were also used to investigate the expression of *ASS*. The results demonstrated that *ASS1* and *ASS2* were both induced by either mechanical wounding or MJ treatment (Figure 6A, 6B). The expression of *ASS1* was upregulated significantly—approximately 800 times in response to mechanical wounding (see Figure 6A) and 1000 times in response to MJ treatment (see Figure 6B).

**Figure 6:**
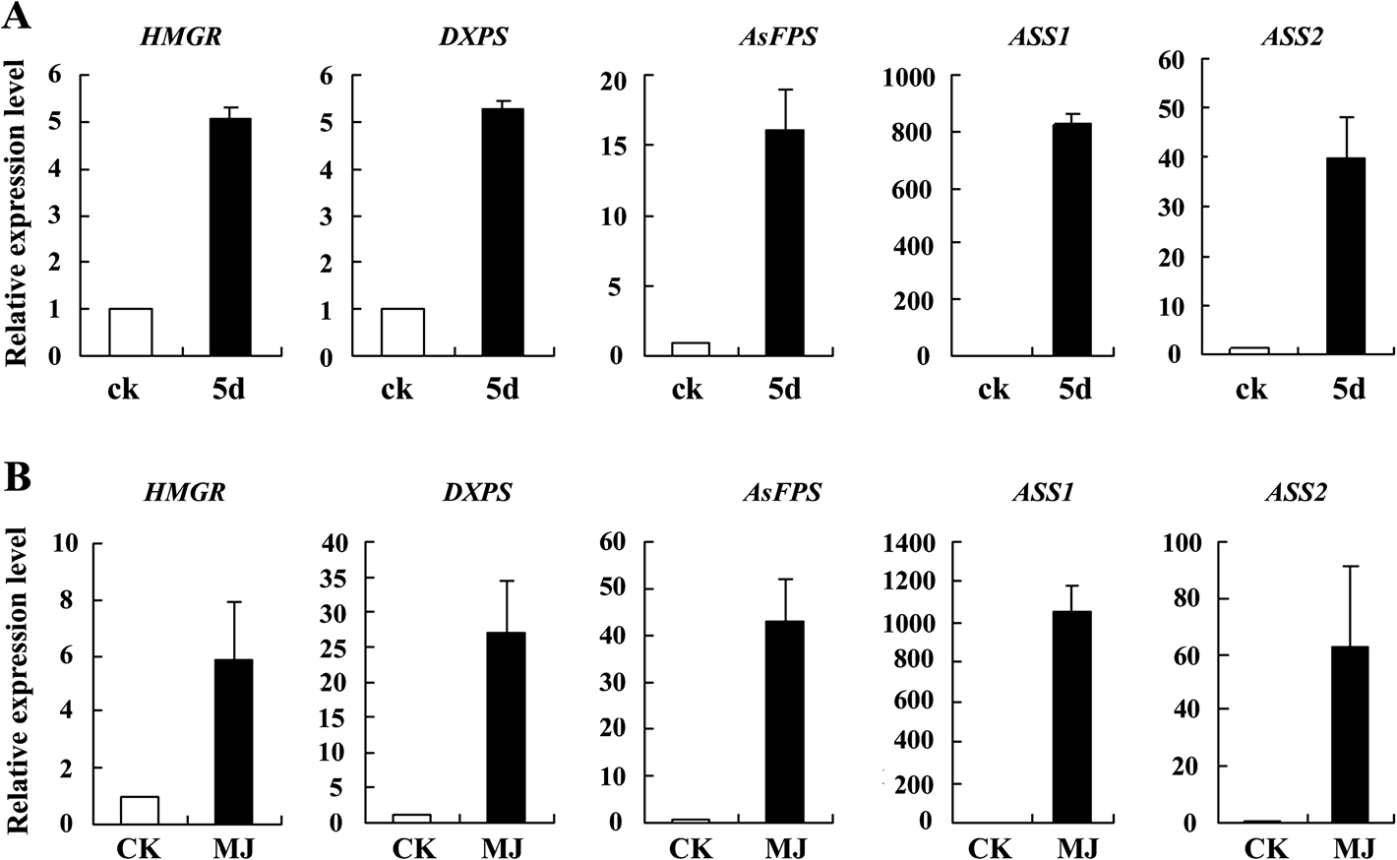
**Expression of 4 synthase genes in response to mechanical wounding and methyl jasmonate (MJ) treatment.** (**A**) In the stem of 3-year-old *A. sinensis* trees, mechanical wounding increased the mRNA levels of 4 genes that encode enzymes in the sesquiterpene biosynthesis pathway. Each value is the mean ± SE of 3 independent biological determinations. CK: healthy 3-year-old control trees; 5d: 3-year-old trees pruned after 5 days. (**B**) In *A. sinensis* calli, treatment with 100 μM MJ increased the mRNA levels of 4 genes that encode enzymes in the sesquiterpene biosynthesis pathway. *A*. *sinensis* calli were transferred to MJ-containing medium and cultivated for 5 days before being sampled for analysis. Each value is the mean ± SE of 3 independent biological determinations, and the data shown are relative ratios. The genes were named according to their functional annotation. CK: healthy calli controls; MJ: calli treated with MJ for 5 days.

Furthermore, we tested the expression of other enzyme genes in sesquiterpene biosynthesis, including *HMGR*, *DXPS*, and *FPS*. They were also induced by mechanical wounding and MJ, but the upregulation rate was significantly weaker than that associated with *ASS1* and *ASS2*, fully demonstrating that *ASS1* is a typical stress-inducible gene. This result is consistent with those of solid-phase micro-extraction GC-MS analysis, showing that the production of sesquiterpenes increases in response to MJ treatment. In the untreated healthy callus samples, only 2 sesquiterpenes (δ-guaiene and α-guaiene) were detected, with total peak area of 11.47. In the MJ-treated callus samples, 4 sesquiterpenes were detected, with total peak area of 850.6—approximately 74 times higher (Table 3). Among the 4 sesquiterpenes, the content of δ-guaiene and α-guaiene was more than 88%, an increase of more than 67-fold relative to the healthy control. The results demonstrated that inducible expression of *ASS* is responsible for the formation of agarwood sesquiterpenes in *A. sinensis*.

**Table 3:** Kinds and relative contents of sesquiterpenes from the untreated healthy calli and the MJ-treated calli

**T**_**R**_	**Sesquiterpene materials**	**RI**	**Peaks areas (x10**^**8**^**)**	
			**Healthy**	**MJ-treated**
12.808	β- humulene	1212.378	-	7.94
13.008	α-guaiene	1217.037	5.52	248.6
13.483	α-humulene	1228.101	-	86.96
14.461	δ-guaiene	1250.883	5.95	507.1

T_R_: retention time.

RI: retention indices.

‘-’: not containing the substance.

### Candidate regulators response to wound signals

TFs are critical regulators of gene expression and environmental stress responses [26,29]. In our 454 unigene database (H + W), a total of 4,786 unigenes represented homologs of various TF families (Additional file 10: Table S3): 86 were annotated as belonging to the APETLA2 (AP2)/ethylene-responsive-element-binding family [30,31], 66 to the bZIP family [32], 108 to the MYB family [33-35], 150 to the MYB-related family, 169 to the bHLH family [35], and 99 to the WRKY family [36,37]. All of these TFs are reportedly stress-related [36-39], and some homologous genes have been identified as positive or negative regulators in the biosynthesis of secondary metabolites in other plants [11,40-42].

In defensive response and wound signal transduction, calcium signaling and mitogen-activated protein kinase (MAPK) cascades play important roles [25,43,44]. In our study, KEGG classification annotated 25 unigenes as being related to calcium signaling pathways and 41 to MAPK signaling pathways (Additional file 11: Table S4).

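In both signaling lists the unigenes that differed between the libraries were nearly all less abundant in W. Of the 24 calcium signaling unigenes found in the counts, 0 were higher in W, 3 were lower and 21 did not pass the chi-square test. Of the 41 MAPK signaling unigenes, 1 was higher, 9 were lower and 31 did not pass. Adjusted over the list alone, 2 calcium unigenes and 9 MAPK unigenes were lower and 0 were higher, and adjusted over all unigenes 2 and 7 were lower and 0 were higher. The calcium unigene with the smallest P, Cluster53146.seq.Contig1, which is also in the MAPK list, had 44 reads in H and 0 in W, at least 14.4-fold lower against the floor of 3 reads, while the exact 95% interval begins at 11.2-fold (P = 5.18e-11 from the chi-square test). Among the MAPK unigenes, Cluster62712.seq.Contig1 had 128 reads in H and 21 in W, 5.97-fold lower with a 95% interval of 3.75 to 9.98 (P = 5.55e-18 from the chi-square test). The MAPK unigene that was higher, Cluster61928.seq.Contig1, had 47 reads in H and 76 in W, a ratio of 1.65 (95% interval 1.13 to 2.43, P = 0.00635 from the chi-square test), and it no longer passed with either alternative scaling or with the high-quality reads as library size. The median log2 ratio was -0.71 in both lists, with 95% order-statistic intervals over the members, which are not replicates, of -1.81 to 0.03 for calcium and -1.27 to 0.45 for MAPK signaling. Among the medians of 10000 random lists of the same size matched on mean expression, these medians of the whole lists lay at percentile 0.755 for calcium and percentile 0.12 for MAPK signaling, on a scale up to 100, as a description of these libraries. The calcium median is the value of Cluster42252 and Cluster47159, each with 2 reads in H and 1 in W. The random lists were drawn from all other unigenes, annotated or not. Among unigenes with 10 or more reads short sequences leaned to H, and 6 calcium and 5 MAPK unigenes were under 500 bp. The lists were therefore also matched on length, a setting chosen after the data were seen, which gave percentiles 0.57 and 0.09. Over the members with 10 or more reads alone, the median was -0.41 for calcium and -1.04 for MAPK signaling, and no percentile was computed. Of the calcium unigenes 12 had fewer than 7 reads, too few to pass with these library sizes, as had 14 of the MAPK unigenes. The lists share 4 unigenes. Some members belong to the same cluster and were counted separately, as with Cluster63504.seq.Contig1 and Cluster63504.seq.Contig2 among the lower MAPK unigenes. Reads of the lists were not summed over clusters, and the random lists were not matched on shared clusters, so the percentiles may look more extreme than for unrelated members.

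**Figure D2:**
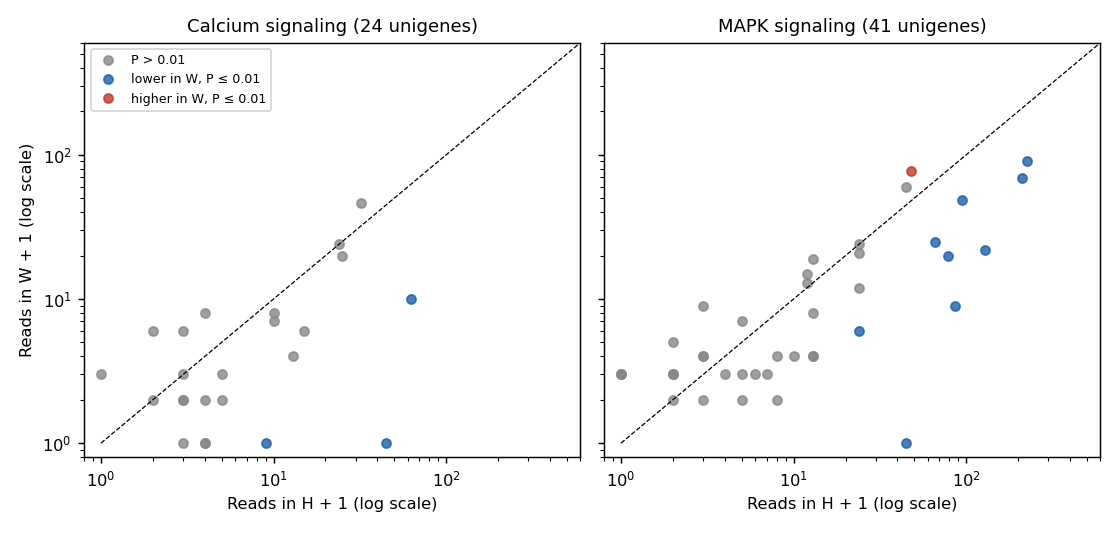
Reads of each unigene of the calcium signaling list (left, 24 unigenes) and of the MAPK signaling list (right, 41 unigenes) in H (x axis) and W (y axis), with 1 read added, both on log scales. Blue points were lower and red points higher in W at P at or under 0.01 of the chi-square test, grey points did not pass, and the dashed line marks equal reads. All points that passed lie below the line except 1 MAPK unigene.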

### RT-PCR analysis of candidate regulators response to wound signals

To confirm which of the candidate regulators mentioned above are related to wound signals, we performed RT-PCR analysis to test the effects of MJ on the expression of these genes. 

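Of the 30 regulators that Table S6 of the paper pairs with unigenes, 29 were found in the counts, of which 2 were higher in W, 12 were lower and 15 did not pass the chi-square test. The genes of ethylene and jasmonate synthesis were among the lower ones. *ACO3*, the oxidase of the last step of ethylene synthesis, had 806 reads in H and 68 in W, 11.6-fold lower (95% interval 9.06 to 15.1, P = 2.08e-134 from the chi-square test). *AOSC*, an allene oxide synthase of jasmonate synthesis, had 174 and 18 reads and was 9.47-fold lower (5.82 to 16.4). Of the 5 ethylene genes, the transcription factor *ERF115*, with 84 reads in H and 1 in W (ratio 0.0122, 95% interval 3.04e-04 to 0.0696), and the receptor *ETR1*, 1.93-fold lower in W, passed too. Among 4 genes of reactive oxygen, the NADPH oxidase *noxB* had 2 reads in H and 18 in W, a ratio of 9.19 (95% interval 2.20 to 81.6), and *APX1*, an ascorbate peroxidase that removes hydrogen peroxide, was 6.28-fold lower. The 4 MYB unigenes went both ways. *MYBJI* had 1 read in H and 24 in W (ratio 24.5, 95% interval 3.99 to 1007), while *MYB4* had 77 and 3 (ratio 0.0398, 95% interval 0.00803 to 0.121) and *APL2* was 2.58-fold lower. In the kinases, *CDPK6* was 6.12-fold and *CDPK5* 2.38-fold lower of 5 calcium-dependent protein kinases, and *MPKK2* was 4.62-fold and *MAPK3* 2.65-fold lower of 5 kinases of the MAPK cascade. With reads summed over the unigenes of a cluster, a setting chosen after the data were seen, *CDPK5* was 1.58-fold lower and no longer passed (P = 0.0300 from the chi-square test), *MAPK3* was 1.71-fold lower (P = 0.00699 from the chi-square test) and *ACO3* was 17.5-fold lower. Adjusted P was held to the same threshold of 0.01. After adjustment over the list alone, *CDPK5* and *APL2* did not pass (adjusted P of 0.0109 and 0.0112 from the chi-square test). After adjustment over all unigenes these 2 did not pass either, nor did *ETR1* and *noxB* (for the latter 2, adjusted P of 0.0325 and 0.0171 from the chi-square test). Of the 4 WRKY unigenes found, *WRKY4* was lower, with 21 reads in H and 2 in W (ratio 0.0972, 95% interval 0.0111 to 0.398). The names are those of the closest matches in other species. The directions are those of the libraries as labelled.

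**Figure D3:**
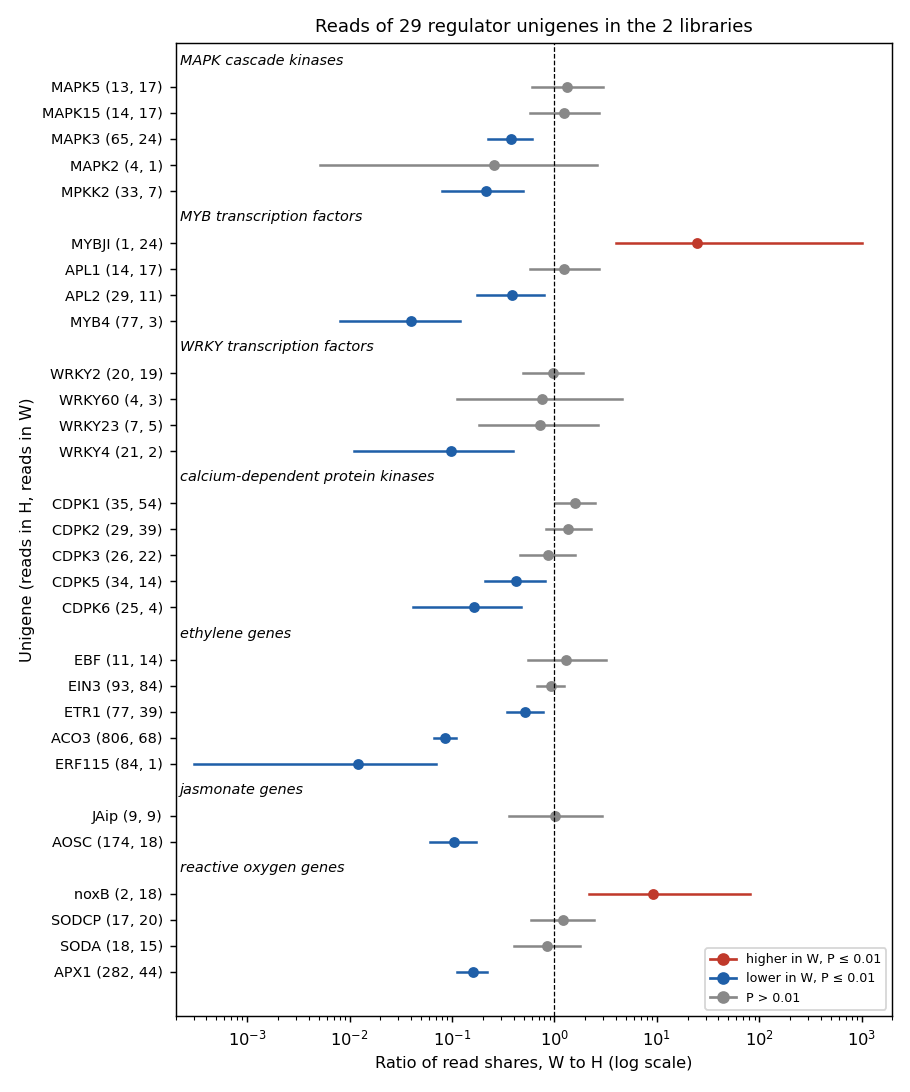
Ratio of read shares, W to H, on a log axis for the 29 regulator unigenes found, by group, with the reads in H and in W in parentheses. Points are the ratios and bars their exact 95% intervals, which cover counting error only. Red marks unigenes higher in W (*noxB* and *MYBJI*), blue those lower in W and grey those with P above 0.01.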

Overall, 30 expressed regulators were selected (Additional file 12: Table S5), including TFs *MYB* and *WRKY*, protein kinases *CDPK* and *MAPK*, and some regulators related to signal molecules MJ, ethylene, and hydrogen peroxide. As shown in Figure 7, the expression of most of these genes was elevated in response to MJ treatment, and only 4 TFs, *HD-ZIP*, *WRKY23*, *WRKY60*, and *WRKY32*, were downregulated by MJ. Among the upregulated genes, 17 were increased more than 10-fold. They were TFs *WRKY4* and *MYB4*, protein kinases *CDPK1*, *CDPK2*, *CDPK5*, *CDPK6*, *MPKK2*, *MAPK2*, *MPK3*, *MAPK5*, and JA-, ethylene-, or hydrogen peroxide-related regulators *JAip*, *RBF*, *EIN3*, *ERF115*, *noxB*, *AOSC*, *ACO3*. The expression of 5 annotated unigenes, *MPKK2*, *MAPK2*[45], *MYB4*[46], *WRKY4*, and *noxB*, the superoxide-generating NADPH oxidase [47,48], was coordinate with *ASS1*, showing elevation of 126.9-, 63.9-, 80.9-, 23.7-, and 95.2-fold, respectively. The expression profiles of these wound-signaling-related genes are essentially consistent with the idea that the expression of *ASS1* is induced by wounding but regulated through a complex underlying mechanism.

**Figure 7:**
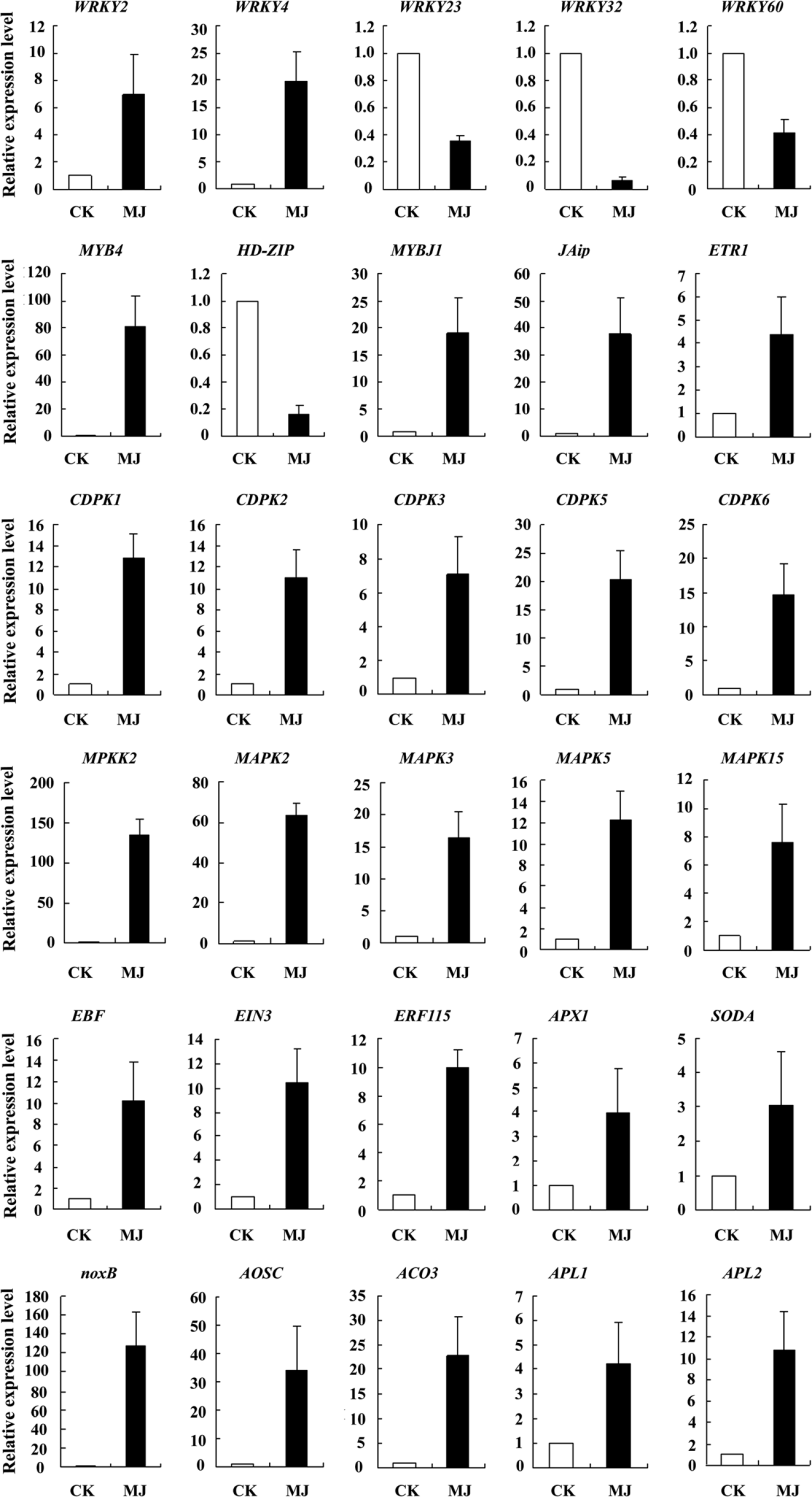
**Altered expression of a set of regulatory genes in response to MJ treatment.** Treatment with 100 μM MJ altered the mRNA levels of a set of regulatory genes that may be involved in wound signal transduction. Each value is the mean ± SE of 3 independent biological determinations, and the data shown are relative ratios. The genes were named according to their functional annotation. CK: healthy calli controls; MJ: calli treated with MJ for 5 days.

## Discussion

### *Aquilaria sinensis* transcriptome sequencing

Although *Aquilaria* is the most important plant source of agarwood and all *Aquilaria* spp. are listed in Appendix II of the Convention on International Trade in Endangered Species of Wild Fauna and Flora [49], little progress to date has been made in deciphering the mechanism of agarwood formation and genomic and genetic information is lacking. The NCBI EST database contained only a few hundred *Aquilaria* sequences before this study. The 454 pyrosequencing reported herein represents the first concrete effort to generate cDNA resources for *Aquilaria* spp. We obtained 89,137 unigenes from the H and W *A. sinensis* cDNA libraries (Table 1) and annotated them in detail at bioinformatics levels (see Additional file 3: Table S2, Additional file 4: Figure S2 and Additional file 5: Figure S3). We estimated the genome size of *A. sinensis* preliminarily at approximately 2 G using flow cytometry. In the absence of a haploid, genome sequencing is difficult to carry out with current sequencing technology. In the absence of complete genome sequences, transcriptome mining provides the sole option for the subsequent annotation of sequences. The data reported herein may be useful for further research on the functional genomics of *Aquilaria* spp.. Importantly, by comparing the unigenes in the W and H libraries, we obtained a large number of DEGs (see Figure 3). These data suggested that the transcriptome of *A. sinensis* changed significantly in response to mechanical damage and also provided resources for screening genes related to wound signaling and metabolism. 

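The smallest P in each direction belonged to abundant transcripts. The 2 unigenes with the smallest P of the chi-square test among those lower in W were Cluster64407.seq.Contig3, in the same cluster as *ACO3*, with 2867 reads in H and 135 in W (20.8-fold lower, 95% interval 17.5 to 24.9), and Cluster64182.seq.Contig2, with 887 and 18 reads (48.3-fold lower, 95% interval 30.4 to 81.8). The 2 with the smallest P among those higher in W were Cluster63179.seq.Contig2, with 8 reads in H and 349 in W (ratio 44.5, 95% interval 22.4 to 104), and Cluster64150.seq.Contig3, with 131 and 507 reads (ratio 3.95, 95% interval 3.25 to 4.82). The sources used here do not pair these 4 unigenes with gene names. From the number of unigenes that differed between W and H, the paper proposes that mechanical damage changed the transcriptome of *A. sinensis*.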

KEGG annotations of these DEGs showed that most of the unigenes were related to metabolism processes, especially carbohydrate metabolism, and had higher abundance in the W library than in the H library (see Figure 4). The number of carbohydrate metabolism-related unigenes was slightly greater in the W library, indicating that starch and sugar metabolism in *A. sinensis* may be stimulated by wounding (see Figure 2).

The synthesis of sesquiterpenes starts with acetyl-coenzyme A (the MVA pathway) [8] or glyceraldehyde-3-phosphate and pyruvate (the DXP pathway) [10] from glycolysis. Therefore, agarwood formation may have some association with starch and sugar metabolism and is essentially consistent with our electron microscopy findings that a high number of starch granules exist in the healthy wood of *A. sinensis*, but when the wood is wounded, resin in the agarwood accumulates while the starch granules degrade (our unpublished data).

### *ASSs* are inducible enzymes that may be responsible for the formation of agarwood sesquiterpenes

Considering that sesquiterpenes are the most important components of agarwood [2,6,7], we tried to identify the genes that encode the enzymes involved in sesquiterpene biosynthesis, and 30 such unigenes were found in our database, including 4 categories of critical genes (*HMGR*, *DXPS*, *FPS*, and *ASS*) and other genes encoding synthases in sesquiterpene metabolism in *Aquilaria* spp. (Table 2). These data will be valuable for further studies of the terpene biosynthesis pathway. Using a homology-based PCR approach, we obtained 3 full-length cDNAs of *ASSs* (*ASS1-3*) with very similar amino acid sequences. Phenetic analysis showed that the evolutional distances among the 3 ASSs were quite small compared to those of sesquiterpene synthases from other plant species, except *A. crassna* (see Additional file 9: Figure S7). Heterologous expression in *E. coli* and enzyme assays showed that ASS1-3 had ASS activity, and the major product was revealed to be δ-guaiene (see Figure 5). Expressions analysis with real-time PCR showed that *ASS1* was barely detectable in either the healthy tissues or the calluses of *A. sinensis*, whereas in the wounded tissues or MJ-treated calluses, *ASS1* expression was increased almost 1000-fold (see Figure 6). Furthermore, GC-MS analysis showed that the major product was δ-guaiene, essentially consistent with its enzyme reaction, and the sesquiterpene content was increased 74-fold (Table 3), clearly demonstrating that *ASS1* expression was wound-induced and is responsible for the formation of agarwood sesquiterpenes in *A. sinensis*.

Previous reports have shown that MJ can induced 3 sesquiterpenes (α-guaiene, α-humulene, and δ-guaiene) in cultured cells of *A. crassna*[5,27,28] and be produced by the enzymatic reaction of cloned enzymes. Of the 5 clones (AcC1, AcC2, AcC3, AcC4, and AcL154), AcC1 and AcL154 have no TPS activity that might indicate pseudogenes [5]. The 3 clones (*ASS1-3*) in this study have high homology with AcC4 and AcC3 (see Additional file 9: Figure S7) and catalyzed the same major product. Thus, the present experiments allow us to identify ASS1-3 as active enzymes of *A. sinensis*, and their inducible expression is responsible for the formation of agarwood sesquiterpenes.

### Wounding induces *ASSs* expression via a complex signaling pathway

Research has shown that only after wounding (including mechanical wounding, chemical induction, and fungal infection, among others) can agarwood be induced in the healthy wood of *Aquilaria* spp*.*[6,14-17]. It is, therefore, reasonable to suppose that the early period of agarwood formation is a process of wound signaling transduction before the strong expression of ASSs. Previous studies in other plant species have shown that TFs play important roles in signal transduction and gene expression. Some TFs, such as WRKY, MYB, MYC, bZIP, ERF, and EIN3 are involved in plant defense and stress responses [34,36,39]. Our 454 unigene database contained 4,786 putative TFs. Some homologous genes of these TFs, such as *AP2*, *WRKY*, and *MYC*, have been identified as positive regulators of sesquiterpene synthases in other plant species [11-13,42]. In *Catharanthus roseus*, the TF ORCA3 regulates the biosynthesis of terpenoid indole alkaloids and plays an important role in JA response [42]; in cotton, the TF GaWRKY1 positively regulates the expression of the sesquiterpene synthase (+)-δ-cadinene synthase gene and the synthesis of gossypol sesquiterpene [11]. Similarly, in *A. annua*, AaWRKY1 and 2 JA-responsive AP2/ethylene response factor (ERF) TFs, ERF1 and ERF2, are involved in regulating the expression of the sesquiterpene synthase ADS and the production of artemisinin [12,49]; in *Arabidopsis*, MYC2 interacts with DELLA proteins and positively regulates the expression of TPS21 and TPS11 [13].

Reversible protein phosphorylation has been proven to be an important regulatory mechanism in the wound signaling pathway, and studies on *Arabidopsis*, tomato, and tobacco have indicated that the MAPK cascade is a widespread pathway [44]. In addition, calcium and calcium-binding proteins may play some roles in the regulation of early wound responses by elevating intracellular calcium levels and changing the phosphorylation patterns of proteins [50]. In this study, 41 unigenes were annotated as related to the MAPK pathway and 25 to calcium signaling, which may play roles in the wound response of agarwood formation.

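The regulators that did not pass the chi-square test had ratios of W to H between 0.255, for *MAPK2* with 4 reads in H and 1 in W, and 1.57, for *CDPK1* with 35 and 54 reads (95% interval 1.01 to 2.48, P = 0.0348 from the chi-square test). Between them, the ratios of *CDPK2*, *CDPK3*, *EBF*, *JAip*, *WRKY2*, *WRKY23*, *WRKY60*, *APL1*, *MAPK5* and *MAPK15* ran from 0.729 for *WRKY23* to 1.37 for *CDPK2*. *EIN3*, a transcription factor of ethylene signaling, had 93 reads in H and 84 in W, a ratio of 0.922 with a 95% interval of 0.678 to 1.25. The superoxide dismutases *SODCP* and *SODA* had ratios of 1.20 (95% interval 0.598 to 2.44) and 0.851 (95% interval 0.399 to 1.79). Of the 14 regulators past the unadjusted threshold, 2 higher and 10 lower remained when adjusted over the list alone, and 1 higher and 9 lower when adjusted over all unigenes. The study chose these regulators from the same libraries, so the count over the list alone is not independent evidence. *WRKY32* is not among them, because Table S6 gives it a cluster, Cluster54069, without a member. The member of that cluster in Table S5, Cluster54069.seq.Singlet1, is annotated there as WRKY11 and had 7 reads in H and 12 in W (ratio 1.75, 95% interval 0.635 to 5.25).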

In the present experiment, 30 DEGs related to wound signal were selected to investigate whether they are co-expression with *ASS1* in response to MJ. The results showed that 26 were upregulated and 4 were downregulated. Of these, 5 unigenes, including the TFs *MYB4* and *WRKY4*, the protein kinases *MAPK2* and *MPKK2*, and the NADPH oxidase *noxB*, were significantly upregulated by MJ. The downregulated genes were *WRKY23*, *WRKY32*, *WRKY60*, and *HD-ZIP* (see Figure 7). The *ASS1* promoter has been cloned and scanned with PLACE (http://www.dna.affrc.go.jp/htdocs/PLACE/signalscan.html). It contains some *cis*-acting elements that could be combined specifically by certain TFs, including WRKY, MYB, and MYC (data to be published elsewhere). Therefore, we speculate that TFs *MYB4* and *WRKY4* may positively regulate the expression of sesquiterpene synthase, and the downregulated genes may negatively regulate its expression. The generation of hydrogen peroxide has been confirmed to occur both locally and systematically, and its main source is the plasma-membrane-bound NADPH oxidase. In the present study, NADPH oxidase noxB was significantly upregulated by MJ, which is consistent with the theory that MJ induces the production of hydrogen peroxide [51-54]. MAPK signal transduction pathways are widespread mechanisms in eukaryotic cells that couple environmental responses and transcriptional regulation [55,56]. Two coupled components of the MAPK cascade, MAPK2 and MAPKK2, were significantly upregulated by MJ, demonstrating they may be involved in MJ-mediated signaling. Calcium is a prevalent messenger molecule in higher plant cells that can mediate plant responses to external signals and regulate a variety of physiological processes. In our experiments, 4 CDPKs (*CDPK1*, *CDPK2*, *CDPK5*, *CDPK6*) were upregulated more than 10-fold (see Figure 7).

Based on these results, we proposed a model to explain the mechanism by which *ASS1* is modulated at the transcriptional level (Figure 8). In this model, the MAPK cascade is activated by wound signals and phosphorylates downstream TFs such as MYB or WRKY. JA signaling may activate the TFs downstream via the hydrogen peroxide or JA-JAZ-TF pathways [57]. Activated TFs bind to the *cis*-acting element in the promoter of *ASS1* and initiate *ASS1* transcription. *ASS2* is also inducible and may be influenced by the same regulatory mechanisms as those affecting *ASS1*. The results reported herein enhance understanding of wound-induced sesquiterpene synthases expression and agarwood formation. Future studies will focus on verifying this proposed model based on the promoter of *ASS1* that we have cloned. We will identify which TFs interact with the *ASS1* promoter, confirm whether the MAPK cascade is involved in the wound signaling pathway, and determine the roles of them in ASS1 expression. Clarifying the wound-induced sesquiterpene biosynthesis pathway will help to develop strategies for controlling agarwood production and for the long-term protection of *Aquilaria* spp..

**Figure 8:**
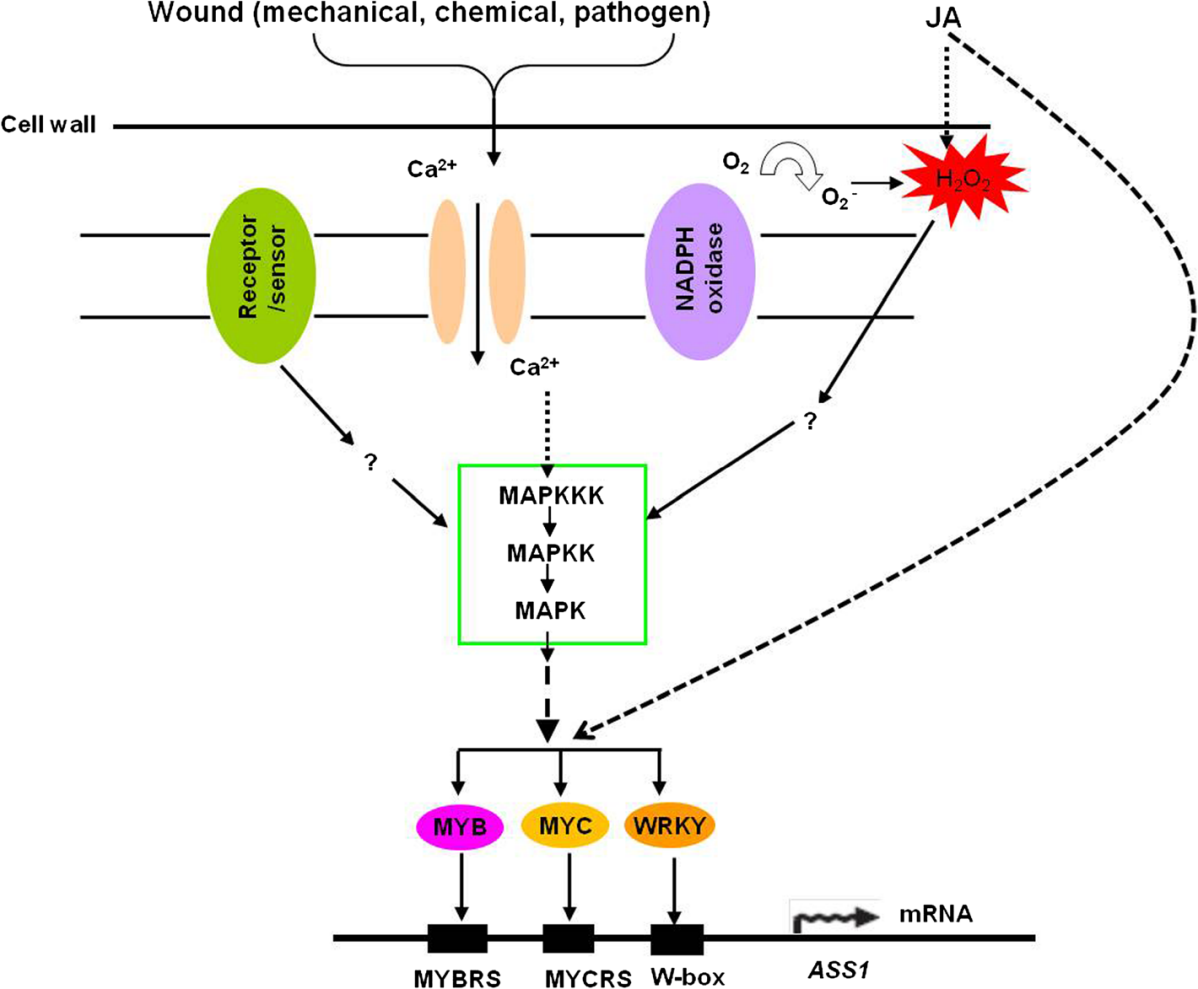
**Proposed mechanism of wound-induced sesquiterpene biosynthesis and regulation.** Wound signals stimulate the mitogen-activated protein kinase (MAPK) cascade and phosphorylate transcription factors downstream. Jasmonic acid (JA) signals occur via the hydrogen peroxide pathway or directly activate the transcription factors downstream. The activated transcription factor binds to the *cis*-acting element in the promoter of *ASS1* and starts the transcription of sesquiterpene synthase. Dashed line indicates a possible pathway; ‘?’ indicates an unknown factor. MYBRS, MYB recognized sequence; MYCRS, MYC recognized sequence.

## Conclusions

A comprehensive transcriptome analysis was conducted for healthy and wounded stems of *A. sinensis* in this study. A total of 89,137 unigenes with an average length of 678.65 bp were obtained, and they were annotated in detail at the bioinformatics levels. These data should be useful for further research on the functional genomics of *A. sinensis* and other *Aquilaria* spp.. Transcripts related to sesquiterpene metabolism and regulation were highlighted. Three full-length cDNAs of sesquiterpene synthase (*ASS1-3*) were cloned and identified. Through MJ-inducible expression pattern experiments and GC-MS analysis, we found that their expression was significantly induced by MJ, and sesquiterpenes content was elevated accordingly. The expression of a number of important regulatory genes was detected using RT-PCR and indicated that some of them may participate in one or more processes of wound signal transduction, transcriptional regulation of *ASS*, and biosynthesis of agarwood sesquiterpenes. Based on the analysis of *ASS1* promoter, we confirmed preliminarily that TFs *MYB4* and *WRKY4* may be key positive regulators of *ASS1* expression. These results provide a better understanding of sesquiterpene biosynthesis and regulation in *Aquilaria* spp*.*, and provide valuable clues and a basis for elucidating the molecular mechanism of agarwood formation.

## Methods

### Plant materials for cDNA library construction

Three-year-old *A. sinensis* trees were planted in Hainan Province of China. The stems were pruned with a knife, and samples were taken from 6 cm below the pruned site at various times after pruning: 2 h, 4 h, 6 h, 8 h, 12 h, 24 h, 3 d, and 5 d. All of the stems from the wounded plants were mixed in equal proportion to generate material for the wounded library, and the stems cut from healthy trees were used to generate material for the healthy library.

### Plant materials for real-time PCR (RT-PCR) and gas chromatography–mass spectrometry (GC-MS) analysis

Calluses originating from the stems of the healthy *A. sinensis* plants were used to investigate the effect of MJ on candidate genes expression and sesquiterpenes production. Calluses were transferred to 100 μM MJ-containing medium and allowed to grow for 5 days before being sampled for analysis.

### Library construction and 454 sequencing

Total RNA was isolated from the wounded and healthy materials in the libraries using a TRIzol kit (Invitrogen, USA) and purified to enrich messenger RNA (mRNA) and exclude transfer RNA (tRNA) and ribosomal RNA (rRNA) using an mRNA purification kit (Promega, USA) according to manufacturer instructions. The mRNA was reverse-transcribed with PowerScript II (Takara, Japan) using SMART IV oligonucleotide PCR primers (5^′^-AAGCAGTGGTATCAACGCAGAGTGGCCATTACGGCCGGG-3^′^) and a CDS III/3^′^ PCR primer (5^′^-ATTCTAGAGGCCGAGCGGCCGACATG -d[T]30 N-1 N-3^′^). Long-distance PCR for double-stranded cDNA amplification was performed with LA Taq enzyme (Takara, Japan) for 25 cycles (95°C for 30 s, 68°C for 8 min) according to the SMART cDNA Library Construction Kit user manual. Finally, the double-stranded cDNA was purified using a DNA purification kit (Qiagen, Germany) to generate high-quality cDNA. Approximately 10 μg cDNA was sheared and used for 454 sequencing. The cDNA sample was end-repaired and ligated to adapters. Streptavidin bead enrichment, DNA denaturation, and emulsion PCR were performed according to a procedure described by Margulies [58]. Each portion of the preparations from the healthy and wounded libraries were loaded on a full plate and sequenced in one run.

### 454 data processing and assembly

A Perl script was used to remove vector sequences and Poly(A)/(T) tails from the original sequences. Reads shorter than 100 bp were deemed low quality reads and removed before assembly. The remaining high-quality reads were assembled using MIRA [59] to construct unique consensus unigenes, with the parameter --job = de novo, est, normal, 454 -SK: mnr = yes -SK: rt = 2454_SETTINGS -LR: mxti = no, and then to remove the redundancy of unigenes, UIcluster [60] (version 2.0) was used to cluster the unigenes, with the parameter --tryRevC -R 50 –M 40 –E 2, finally the clusters of unigenes were assembled by Cap3 [61], with parameter –o 100 –p 95.

### Functional annotation and classification

#### NT and NR

The unigenes were searched against the NCBI’s (http://www.ncbi.nlm.nih.gov) Non-redundant nucleotide database (NT) using the BLASTN program and against the Non-redundant protein database (NR) using the BLASTX program. For both searches, an *E* value ≤ 1e-5 was used.

#### SWISS-PROT

The unigenes were searched against the SWISS-PROT database (http://www.expasy.ch/sprot) using the BLASTX program with an *E* value ≤ 1e-10.

#### KEGG and KEGG Orthology

Unigenes were compared with the Kyoto Encyclopedia of Genes and Genomes database (KEGG, release 50; http://www.genome.jp/kegg/) [62] using the BLASTX program with an *E* value ≤ 1e-10. A Perl script was used to retrieve KEGG Orthology (KO) information from the BLAST results and then to establish pathway associations between the unigenes and KEGG.

#### Interpro and Gene Ontology

InterProScan [63] release 16.0 was used to annotate the InterPro domains of the unigenes, and then the functional assignments were mapped onto the Gene Ontology (GO) [64]. The WEGO tool [65] was used to assign GO classifications and draw GO trees.

#### Differentially expressed unigenes detection

The IDEG6 web tool [19] was used to identify unigenes that showed statistically significant differences in relative abundance (as reflected by the total count of individual sequence reads) between the two libraries. Comparisons between the wounded and healthy samples were performed using the general Chi2’ method, which has been proven to be the most efficient test. The unigenes with *P* ≤ 0.01 were deemed to be significantly different between the two samples. This is similar to the credibility intervals approach that was employed earlier for the analysis of SAGE data [66].

#### Transcription Factors annotation

Assembled transcripts were searched against all the transcription factor protein sequences of Plant transcription factor database [67] (PlnTFDB, version 3.0) using BLASTX with an E-value cut-off of ≤ 1e − 10, and positives identity ≥50%.

### Phenetic analysis

The translated amino acid sequences and the putative amino acid sequences derived from the NCBI database search were aligned using the CLASTAL W program. Evolutionary distances were calculated using the Poisson correction method, and a neighbor-joining (NJ) tree was constructed with MEGA4 [68]. Bootstrap values were obtained after 1,000 replications.

### Quantitative real-time PCR (RT-PCR) analysis

To investigate the expression of the mRNA of candidate genes, RT-PCR was performed using the Bio-Rad IQ-5 Real-Time System essentially according to the manufacturer’s instructions. Total RNA was isolated from three-year-old *A. sinensis* stems and calluses using a Total RNA Purification Kit (LC Science, USA) with an on-column DNA digestion according to the manufacturer’s instructions. The RNA samples were then reverse transcribed using the Superscript II RT kit (Invitrogen, USA). The amplification of the *AcHistone* gene [5] was used as an internal control. The efficiency of annealing of the oligonucleotide PCR primer sequences (listed in Additional file 13: Table S6) was evaluated using the Primer 5.0 program. The cDNA was amplified in a 10 μL volume using SYBR Premix Ex Taq (TaKaRa, Japan) and a DNA Engine Opticon 2 thermal cycler with the following program: one cycle of 95°C for 10 s and 40 cycles of 94°C for 10 s and 60°C for 20 s. The amplification of the target genes was monitored every cycle by SYBR-green fluorescence. The Ct (threshold cycle), defined as the PCR cycle at which a statistically significant increase of reporter fluorescence was first detected, was used as a measure for the starting copy numbers of the target gene. Relative quantization of the target gene expression level was performed using the comparative Ct method. Three technical replicates were performed for each experiment. For all the RT-PCR analyses, the assays were repeated three times along with at least three independent repetitions of the biological experiments, and the means of the three biological experiments were calculated to estimate gene expression.

### GC-MS analysis and identification of sesquiterpene components in *A. sinensis* calluses

GC-MS analysis was performed with a Varian 450 GC (USA) equipped with a VF-5MS capillary column (30 m × 0.25 mm internal diameter; film thickness, 0.25 μm), and a Varian 300 mass spectrometer with an ion-trap detector in full-scan mode under election impact ionization (70 eV). The carrier gas was helium, and the flow rate was 1 mL/min. The injections were performed in splitless mode at 250°C. The healthy and MJ-treated calluses were powdered and took the same weight (0.5 g) to place into the 15 mL sample bottle, and balanced for 30 min in 60°C water. The fused silica fiber of the Solid Phase Micro Extraction (SPME) was introduced into the headspace above the sample, adsorbing the volatile components for 30 min. The adsorbed components were followed by a thermal desorption process by introducing the SPME fiber into the injection port of a gas chromatography. The program was immediately started, and the fiber was removed after 10 min. The condition for GC-MS and identification of sesquiterpenes compounds were performed according to previously described procedures [6]. The two fibers were injected separately and ran in the same program, and the relative components were obtained by peak areas normalization without applying correction factors [6]. We didn’t use the internal standard, for it is difficult to choose one suiting for both of the samples. Peaks areas can reflex the content of concerning compound in the two different samples in some extent, as the weight of the two samples and the analytical methods were identical.

### Heterologous expression of *ASS* genes in *Escherichia coli* and enzyme assays

The full-length sequence of *ASS1* was cloned into the XhoI (5^′^ end)/BamHI (3^′^ end) sites of a pET-28a vector (Novagen) and expressed in *E. coli* as a His-tag fusion protein using the following primers: forward primer, 5^′^-CCGCTCGAGATGTCTTCGGCAAAACTAGGT-3^′^ and reverse primer, 5^′^-CGGGATCCGATTTCAATAGCATGACGCAAC-3^′^ (XhoI and BamHI sites are indicated with underlining). To ensure that no errors were introduced by the PCR, the construct was checked with sequencing. Fusion proteins in the *E. coli* BL21 (DE3) cells were induced through treatment with 1 mM isopropylthio-β-galactoside (IPTG) for 12 h at 30°C and 200 rpm. The protein purification was performed using a Profinia Protein Purification System (Bio-Rad, USA). Bacterial lysates and purified enzyme samples were examined on SDS-PAGE gels to visualize expected proteins. Protein concentrations were determined with the Bradford assay using bovine serum albumin as the standard. The enzyme reaction was performed according to the method described by Kumeta & Ito (2010), with minor modification. The reaction was performed in a 4-mL vial with a solid-top polypropylene cap using 50 mL of crude protein extract in a final volume of 200 mL containing Tris–HCl buffer (25 mM, pH 7.0) supplemented with 10% glycerol, 100 mM MgSO4, 5 mM DTT, and 46 mM FPP. After incubation at 30°C for 4 h, a SPME fiber was inserted into the headspace of the vial to collect volatiles for 30 min and then transferred to the injection port of a GC-MS system for desorption. The GC-MS system was described above and the operating parameters were essentially according to Kumeta & Ito [5]. The identification of sesquiterpenes was based on a comparison of retention times and mass spectra with authentic standards.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YHX participated in the design of the study, analyzed the data, performed the real-time PCR experiment and drafted the manuscript. ZZ contributed to the sample collection, participated in the design of the study and analysis of the data. MXW performed the cloning and identification of three sesquiterpene synthase genes. JHW initiated the project, helped conceive the study, and revised the manuscript. HJC participated in the GC-MS analysis. ZHG, HML, XLZ and WLL participated in the discussion of the result and helped to revise the manuscript. CS helped to analysis the result and with the phenetic analysis. YY and HM helped to the samples collection. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Sesquiterpene biosynthesis pathway in plants. Click here for file

Additional file 2: Table S1 Distribution of the number of reads in the *Aquilaria sinensis* unigenes. Click here for file

Additional file 3: Table S2 Summary of annotation of the *A. sinensis* 454 assembled unigenes. Click here for file

Additional file 4: Figure S2 Comparison of healthy and wounded tissue libraries based on GO terms. Click here for file

Additional file 5: Figure S3 Functional classification of differentially expressed genes based on GO terms. Click here for file

Additional file 6: Figure S4 Phenetic analysis of the proteins translated from the full-length AsFPS sequence from *Aquilaria sinensis* and some characterized farnesyl diphosphate synthase sequences from other plant species. Bootstrap values after 1000 replications are shown on the branches. Click here for file

Additional file 7: Figure S5 Alignment of nucleotide sequences for 3 sesquiterpene synthase (*ASS*) genes. Click here for file

Additional file 8: Figure S6 Alignment of deduced amino acid sequences for 3 ASSs. Click here for file

Additional file 9: Figure S7 Phenetic analysis of 3 full-length sesquiterpene synthase sequences from *A. sinensis* (ASS1-3) and some characterized sesquiterpene synthase sequences from other plant species. Bootstrap values after 1000 replications are shown on the branches. Click here for file

Additional file 10: Table S3 Major transcription factors identified from *A. sinensis*. Click here for file

Additional file 11: Table S4 Unigenes annotated as being related to the calcium signaling and mitogen-activated protein kinase signaling pathways. Click here for file

Additional file 12: Table S5 Candidate regulators used for RT-PCR analysis. Click here for file

Additional file 13: Table S6 Primers used in this study. Click here for file

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 1: Figure S1. Sesquiterpene biosynthesis pathway in plants.** HMGS, HMG-coenzyme A (CoA) synthase; HMG-CoA, 3-hydroxy-3-methylglutaryl CoA; HMGR, HMG-CoA reductase; MVA, mevalonic acid; MK, MVA kinase; MVAP, mevalonic acid 5-phosphate; PMK, MVAP kinase; MVAPP, mevalonic acid 5-diphosphate; MPD, MVAPP decarboxylase. GA-3-P, glyceraldehyde 3-phosphate; DOXP, 1-deoxy-d-xylulose-5-phosphate; DXPS, DOXP synthase; DXR, DOXP reductoisomerase; MEP, 2-C-methyl-d-erythritol 4-phosphate; CMS, CDP-ME synthase; CDP-ME, 4-diphosphocytidyl-2-C-methyl -d-erythritol; CMK, CDP-ME kinase; CDP-ME2P, 4-diphosphocytidyl-2-C-methyl-d-erythritol 2-phosphate; MCS, ME-2,4cPP synthase; ME-2,4cPP, 2-C-methyl-d-erythritol 2,4-cyclodiphosphate; HDS, HMBPP synthase; HDR, HMBPP reductase. HMBPP, 1-hydroxy-2-methyl-2-(E)-butenyl 4-diphosphate; IPP, isopentenyl diphosphate; DMAPP, dimethylallyl diphosphate; FPP, farnesyl diphosphate; FPS, farnesyl diphosphate synthase.

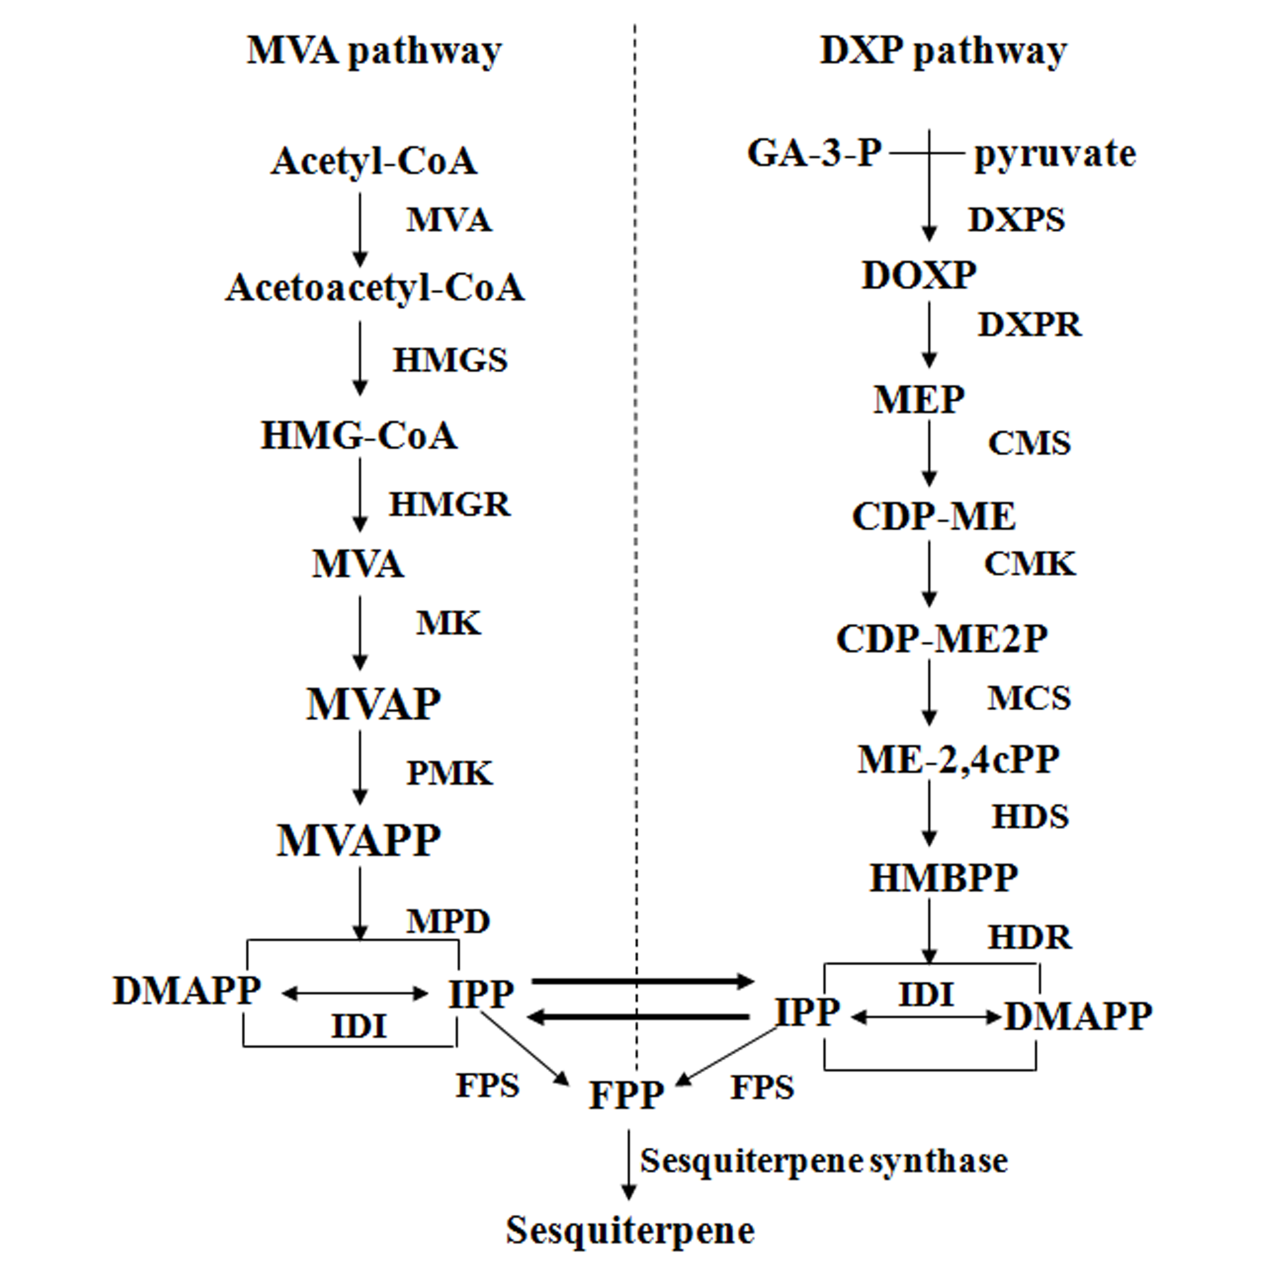

**Supplement:** Additional file 1: Figure S1 — Sesquiterpene biosynthesis pathway in plants.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227
**Supplement:** Additional file 2: Table S1 — Distribution of the number of reads in the Aquilaria sinensis unigenes.

**Additional file 2: Table. S1. Distribution of number of reads in *A. sinensis* unigenes**

| **No. reads members** | **No. unigenes** | **Percent of unigenes（%）** |
| --- | --- | --- |
| 1 | 4247 | 4.8 |
| 2 | 28658 | 32.2 |
| 3 | 14145 | 15.9 |
| 4-5 | 14184 | 15.9 |
| 6-10 | 12744 | 14.3 |
| 11-20 | 7255 | 8.1 |
| 21-50 | 5093 | 5.7 |
| 51-100 | 1787 | 2.0 |
| >100 | 1024 | 1.1 |
| Max Unigenes Size is 3002 | | |

Unigenes Size: the number of reads in Unigenes.

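The table counts the reads of each unigene over both libraries, a measure of how firmly its abundance is known. In the deposited counts, 4247 unigenes had 1 read, 28658 had 2, 14145 had 3, 14184 had 4 to 5 and 12744 had 6 to 10. Above these, 7255 had 11 to 20 reads, 5093 had 21 to 50, 1787 had 51 to 100 and 1024 had more than 100. Counted in each library alone, 11.5% of the unigenes detected in H and 10.3% of those detected in W had more than 10 reads.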

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227
**Supplement:** Additional file 3: Table S2 — Summary of annotation of the A. sinensis 454 assembled unigenes.

**Additional file 3: Table S2. Annotation summary of the *A. sinensis* 454 assembled unique sequences.**

| **Annotation Database** | **Annotation Number** | **Annotation Percent** | **E cutoff** | **Database version** |
| --- | --- | --- | --- | --- |
| Nt | 22051 | 24.7 | 1e-5 | 20100810 |
| Nr | 38159 | 42.8 | 1e-5 | 20100810 |
| Swissprot | 15280 | 17.1 | 1e-10 | 20100808 |
| Kegg | 29389 | 33.0 | 1e-10 | Release55 |
| COG | 7591 | 8.5 | 1e-10 | No Version |
| Interpro | 19780 | 22.2 | Interproscan 4.4 | Release27.0 |
| GO | 14609 | 16.4 |  |  |

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 4: Figure S2.** Comparison of healthy and wounded tissue libraries based on GO terms. The results are summarized in three main categories: biological process, cellular component and molecular function. The right y-axis indicates the number of genes in a category. The left y-axis indicates the percentage of a specific category of genes in that main category.

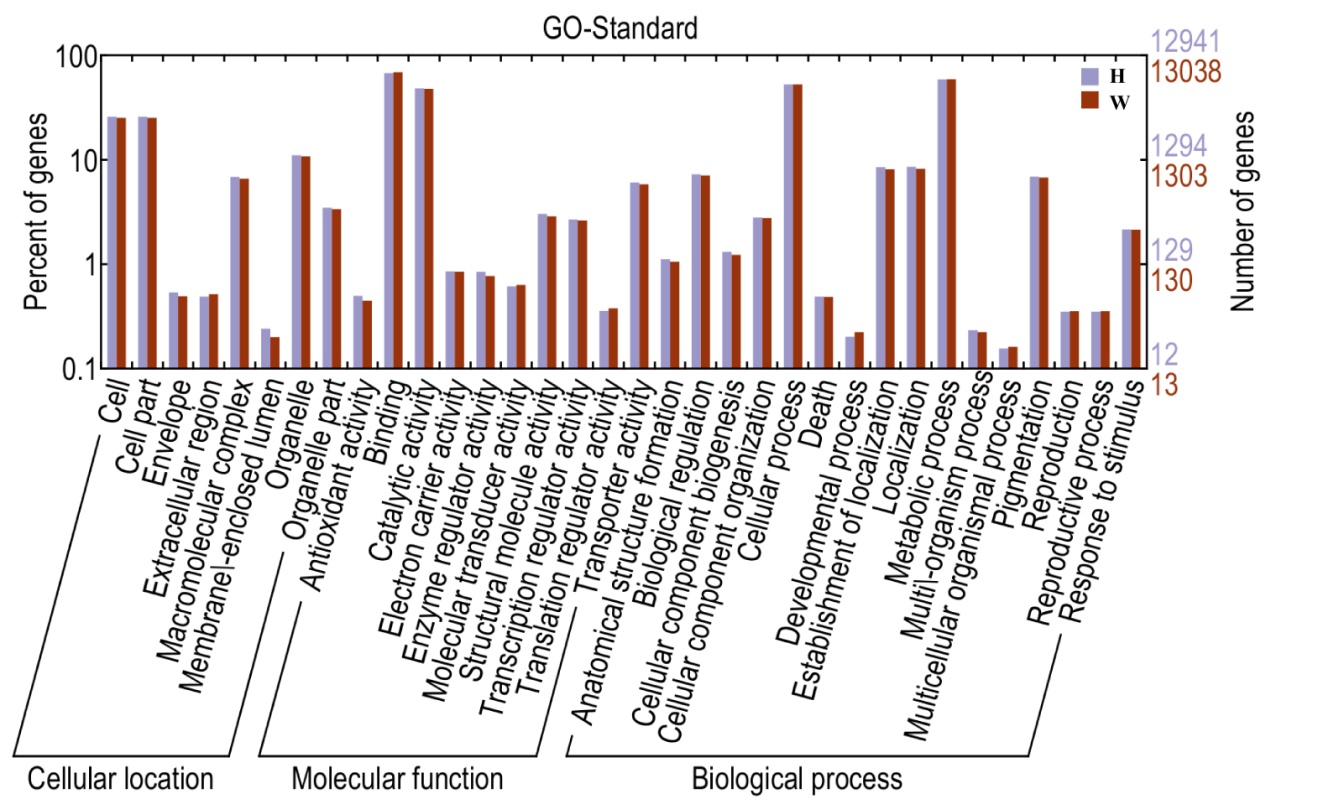

**Supplement:** Additional file 4: Figure S2 — Comparison of healthy and wounded tissue libraries based on GO terms.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 5: Figure S3.** Functional classification of differentially expressed genes based on GO terms. The results are summarized in three main categories: biological process, cellular component and molecular function. The right y-axis indicates the number of genes in a category. The left y-axis indicates the percentage of a specific category of genes in that main category.

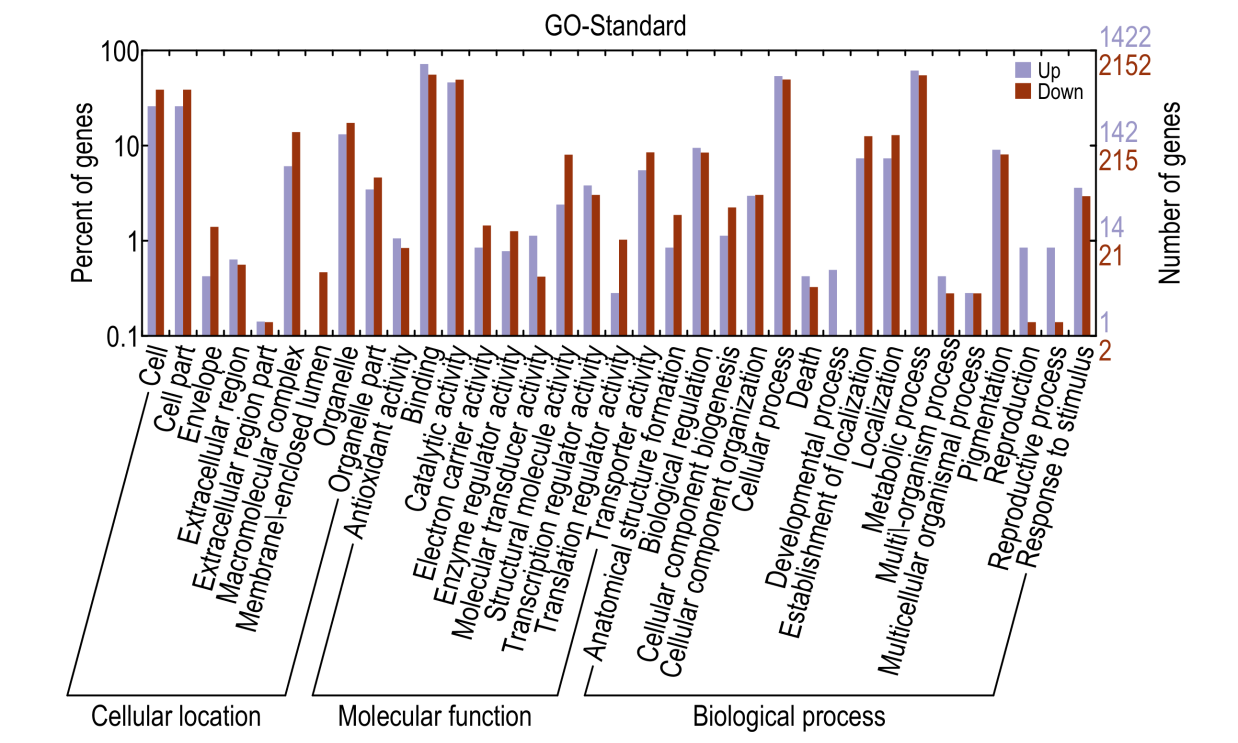

**Supplement:** Additional file 5: Figure S3 — Functional classification of differentially expressed genes based on GO terms.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 6: Figure S4.** Phenetic analysis of the proteins translated from the full-length *AsFPS* sequence from *Aquilaria sinensis* and some characterized farnesyl diphosphate synthase sequences from other plant species. Bootstrap values after 1000 replications are shown on the branches.

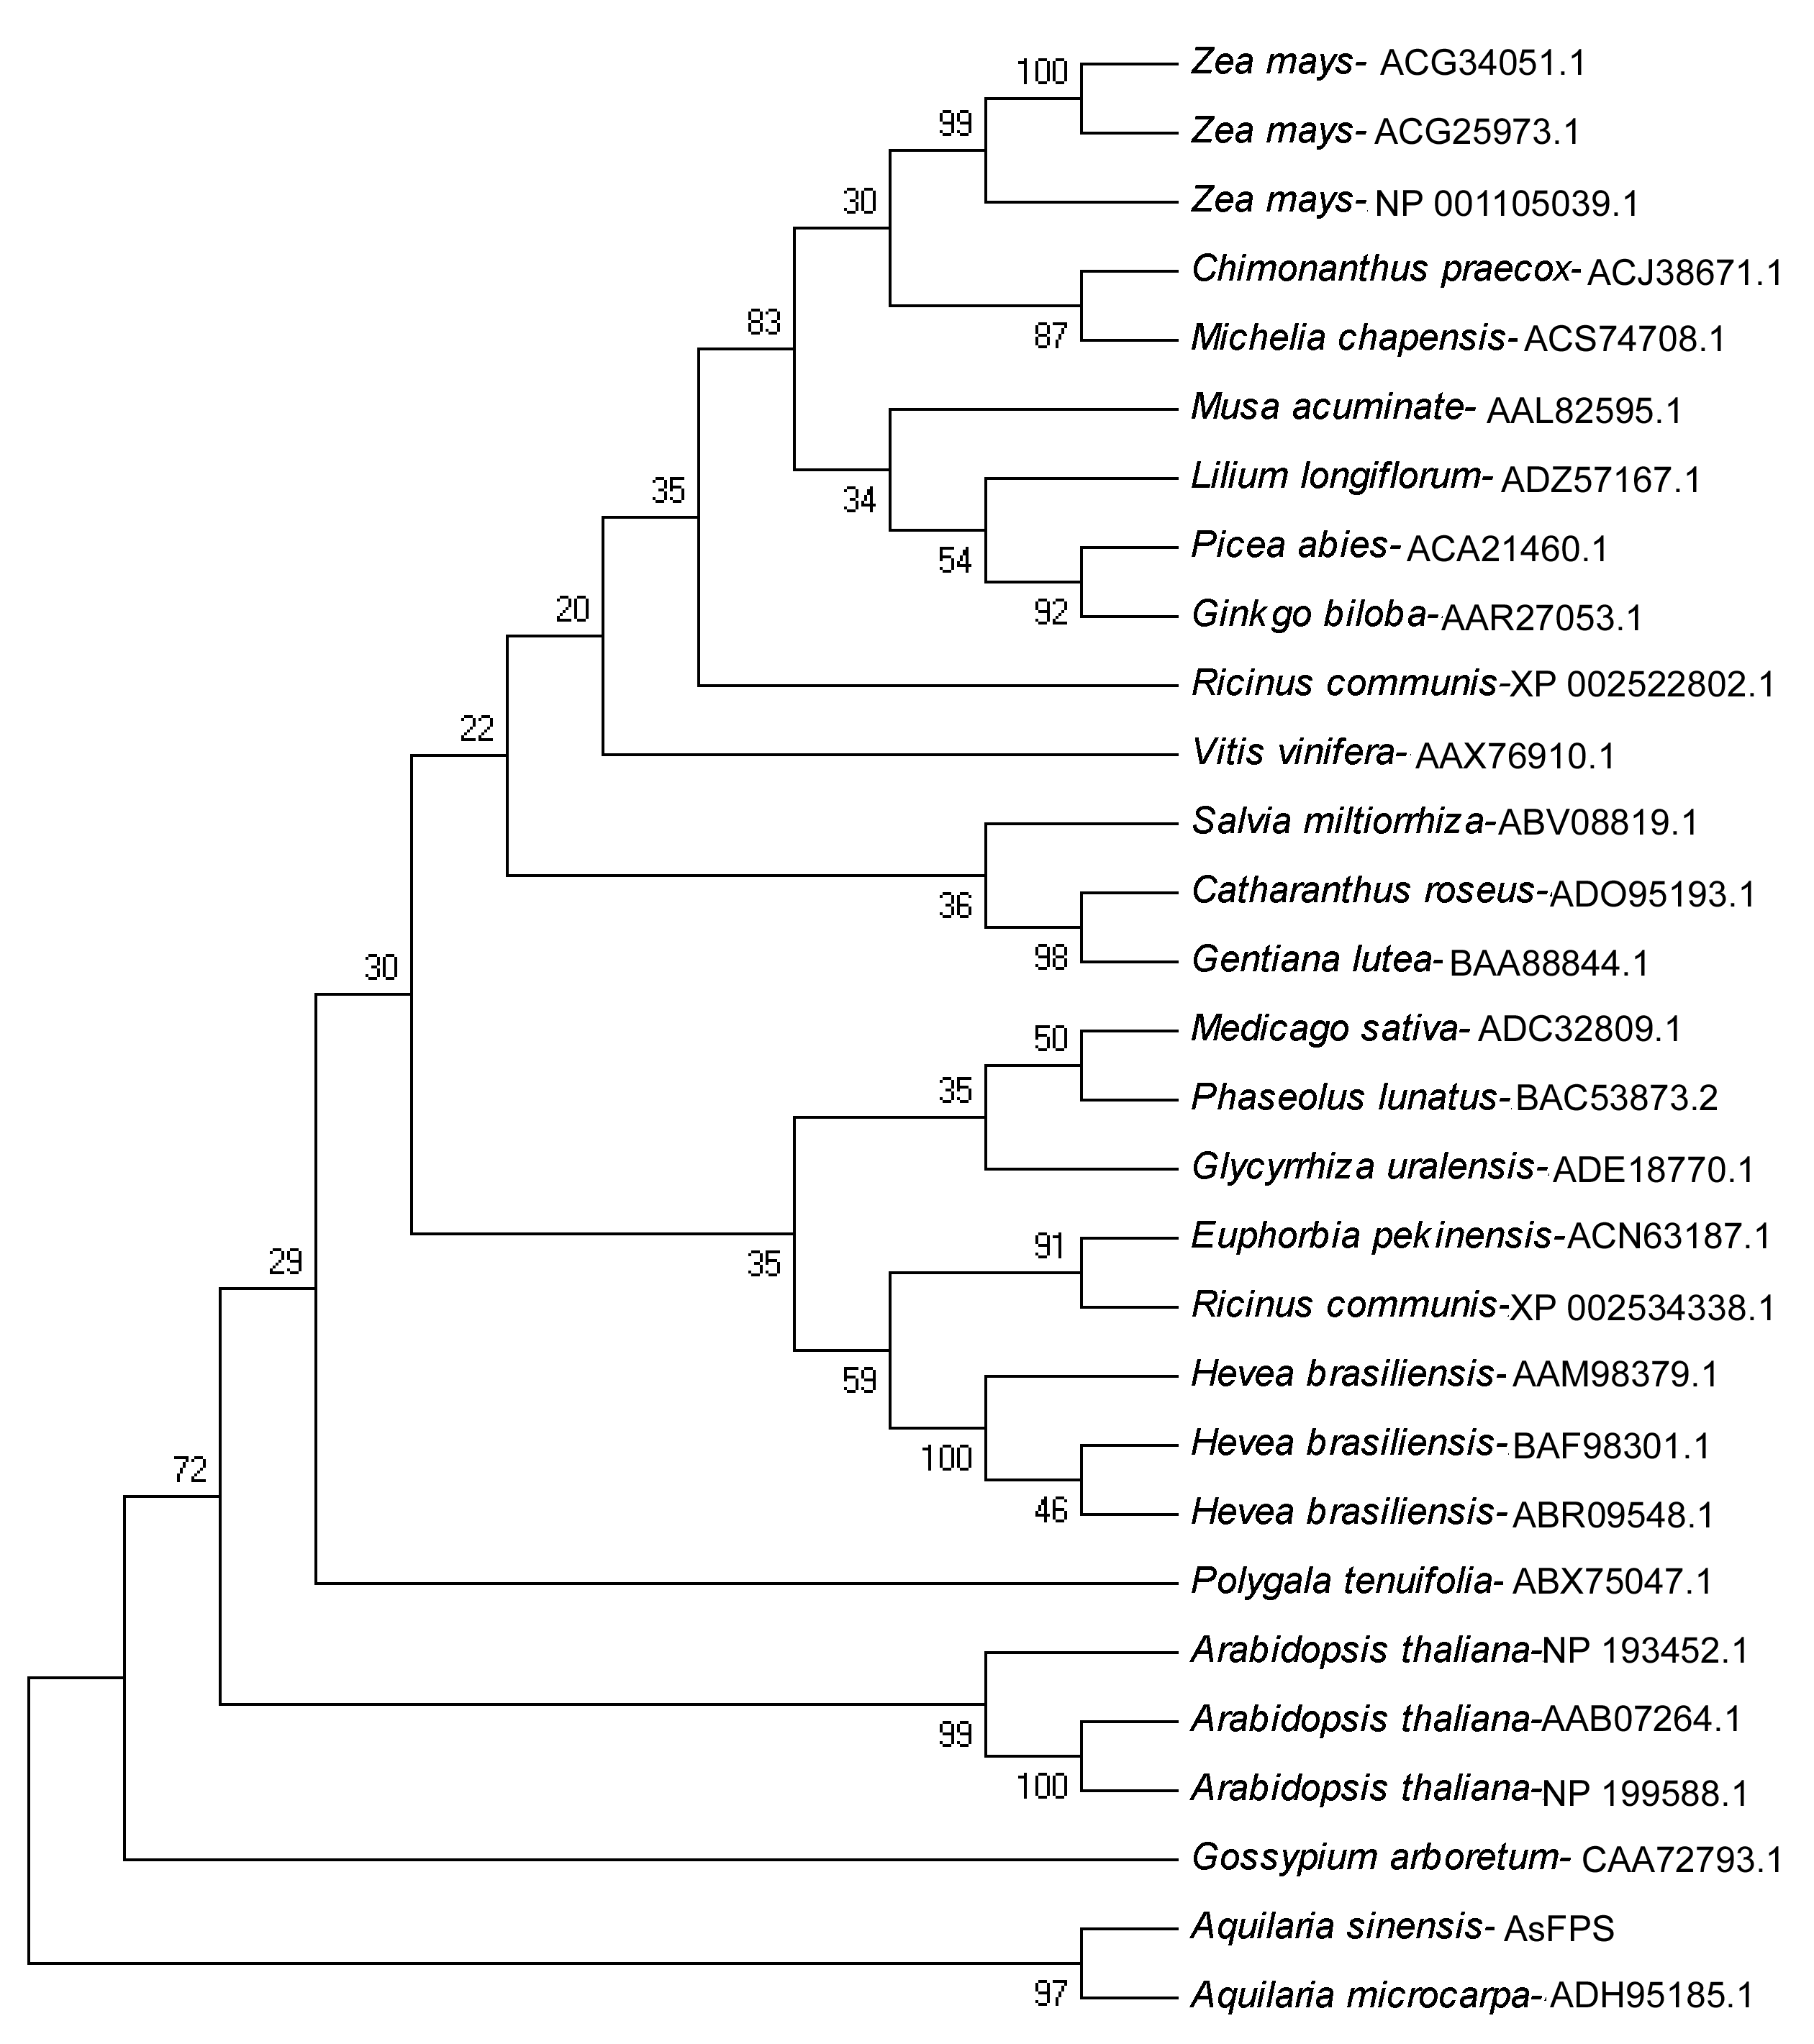

**Supplement:** Additional file 6: Figure S4 — Phenetic analysis of the proteins translated from the full-length AsFPS sequence from Aquilaria sinensis and some characterized farnesyl diphosphate synthase sequences from other plant species. Bootstrap values after 1000 replications are shown on the branches.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 7: Figure S5.** Alignment of nucleotide sequences for 3 sesquiterpene synthase (*ASS*) genes.

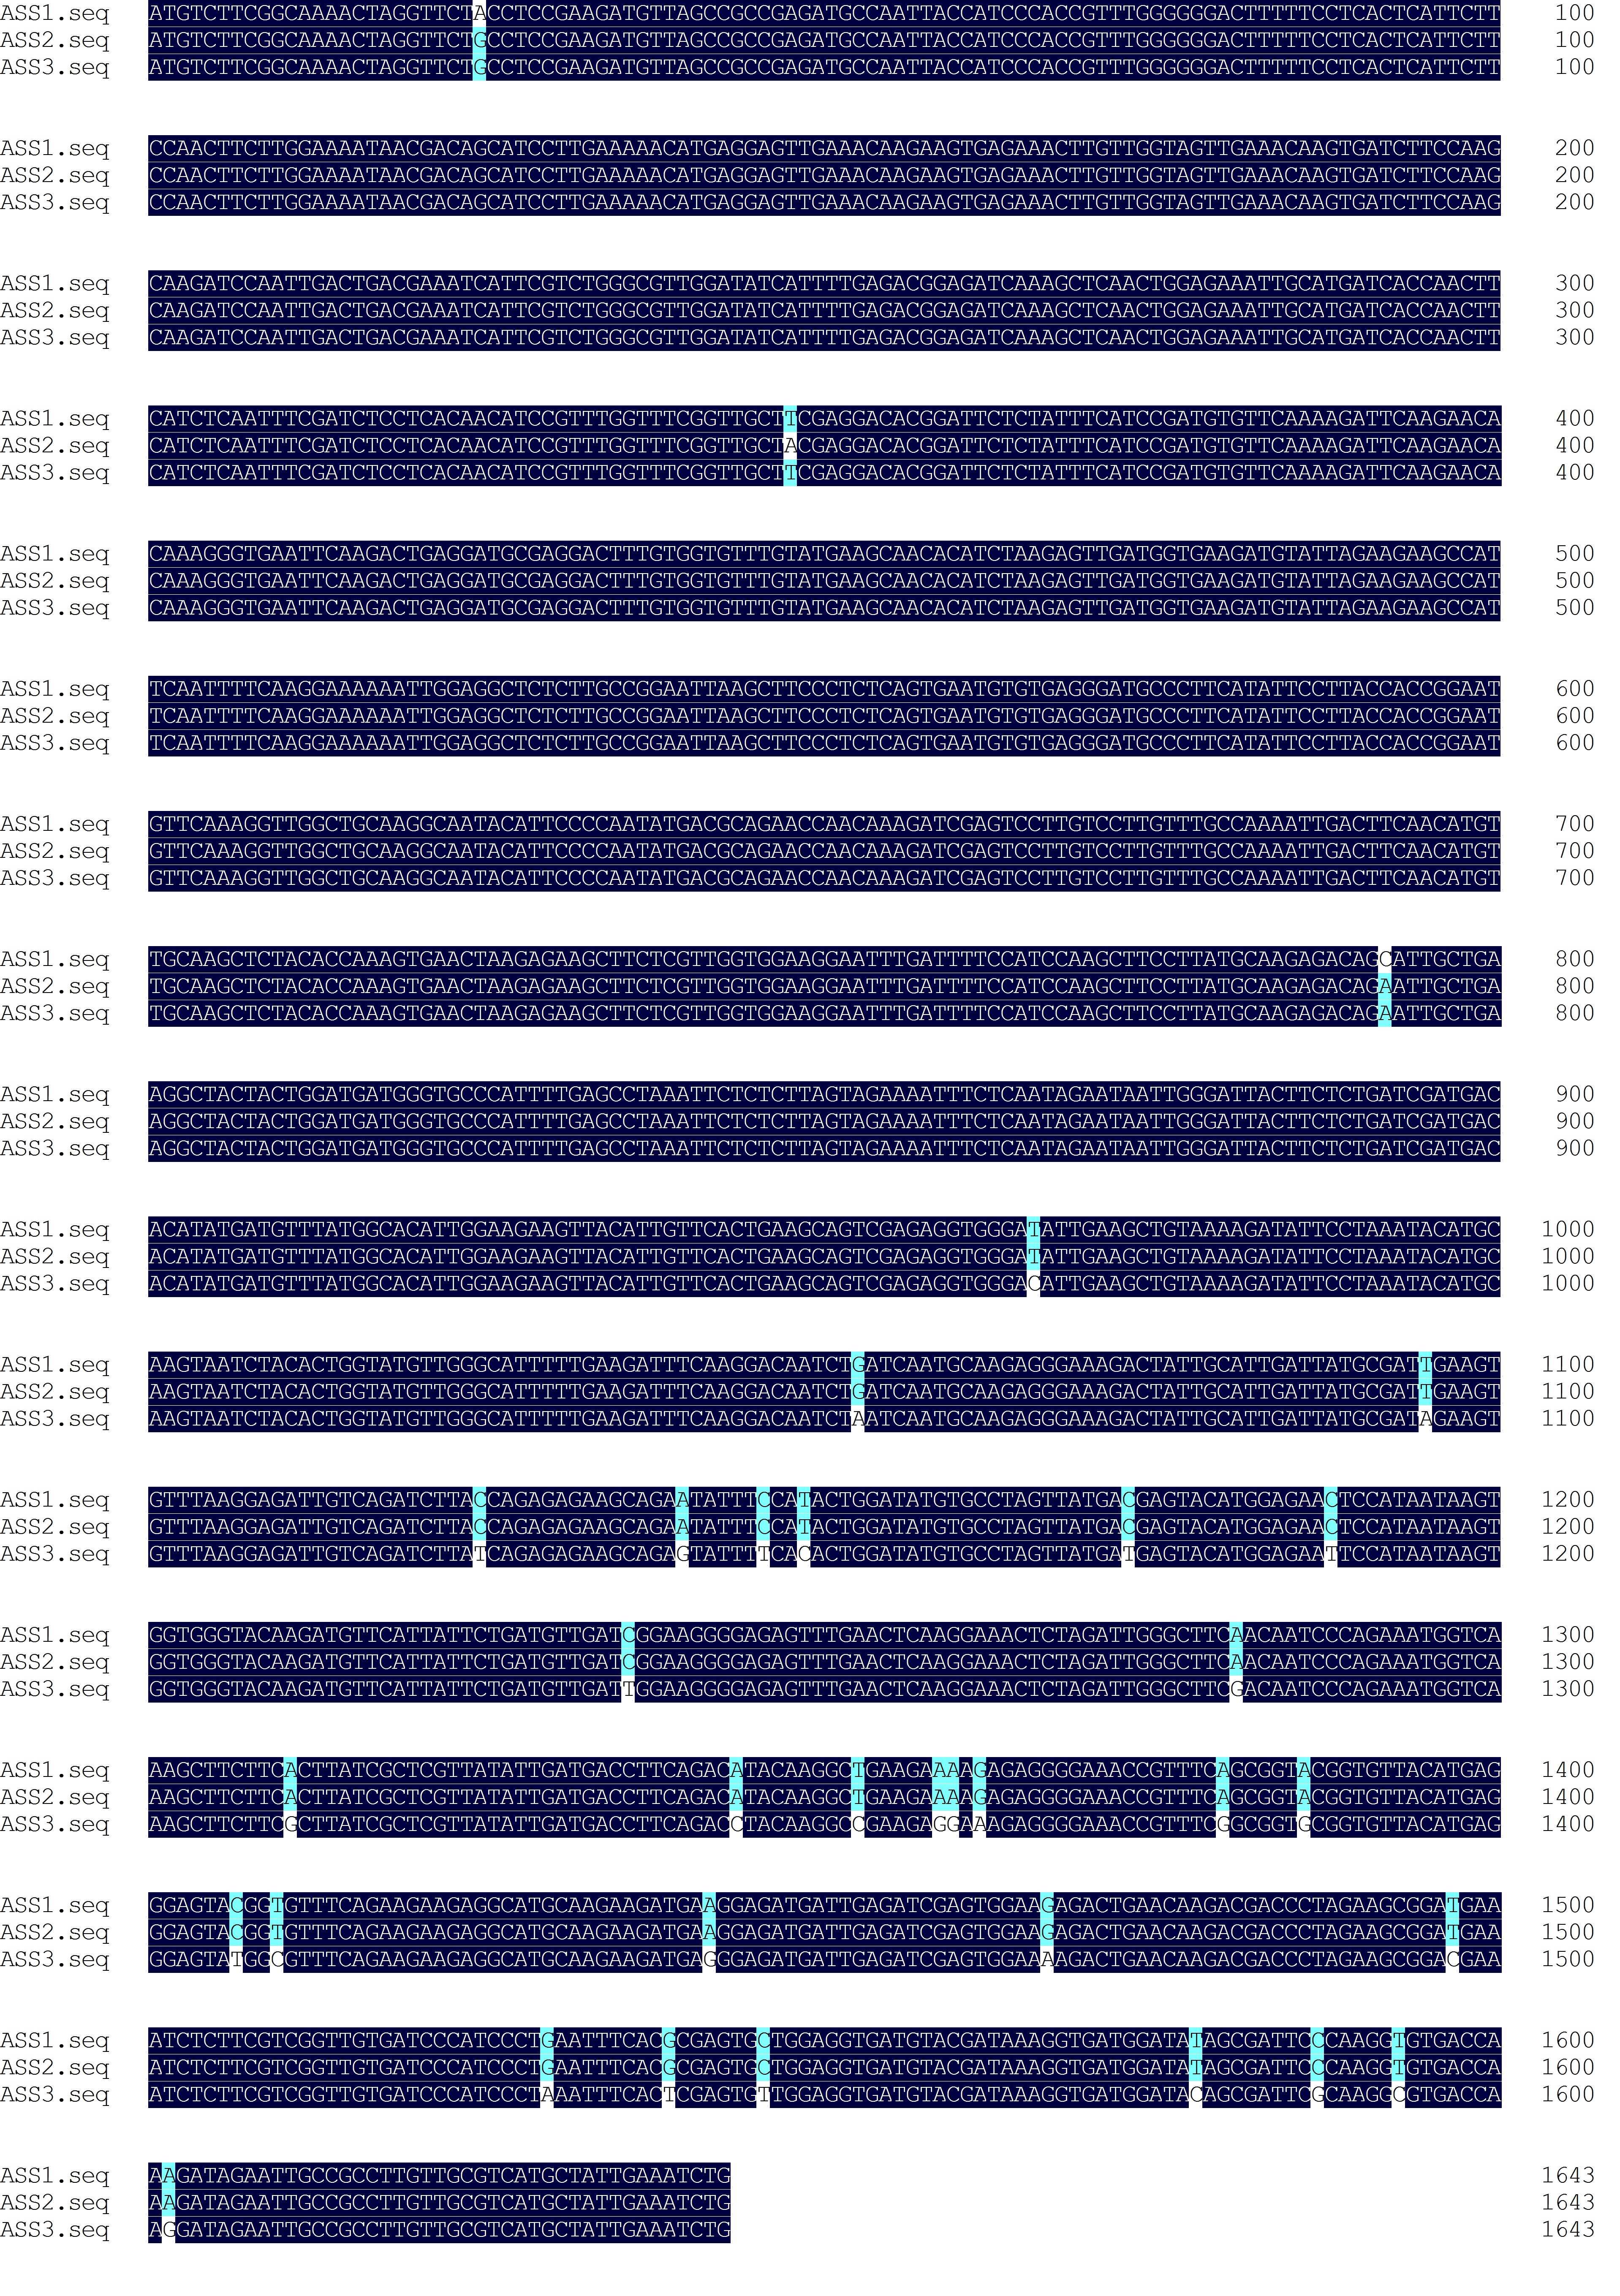

**Supplement:** Additional file 7: Figure S5 — Alignment of nucleotide sequences for 3 sesquiterpene synthase (ASS) genes.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 8: Figure S6.** Alignment of deduced amino acid sequences for 3 ASSs. Residues shaded in black are conserved among the three sequences. The RRx8W motif at the N-terminus is indicated with red box, and the DDxxD motif known to be a divalent metal ion substrate-binding site is indicated with green box.

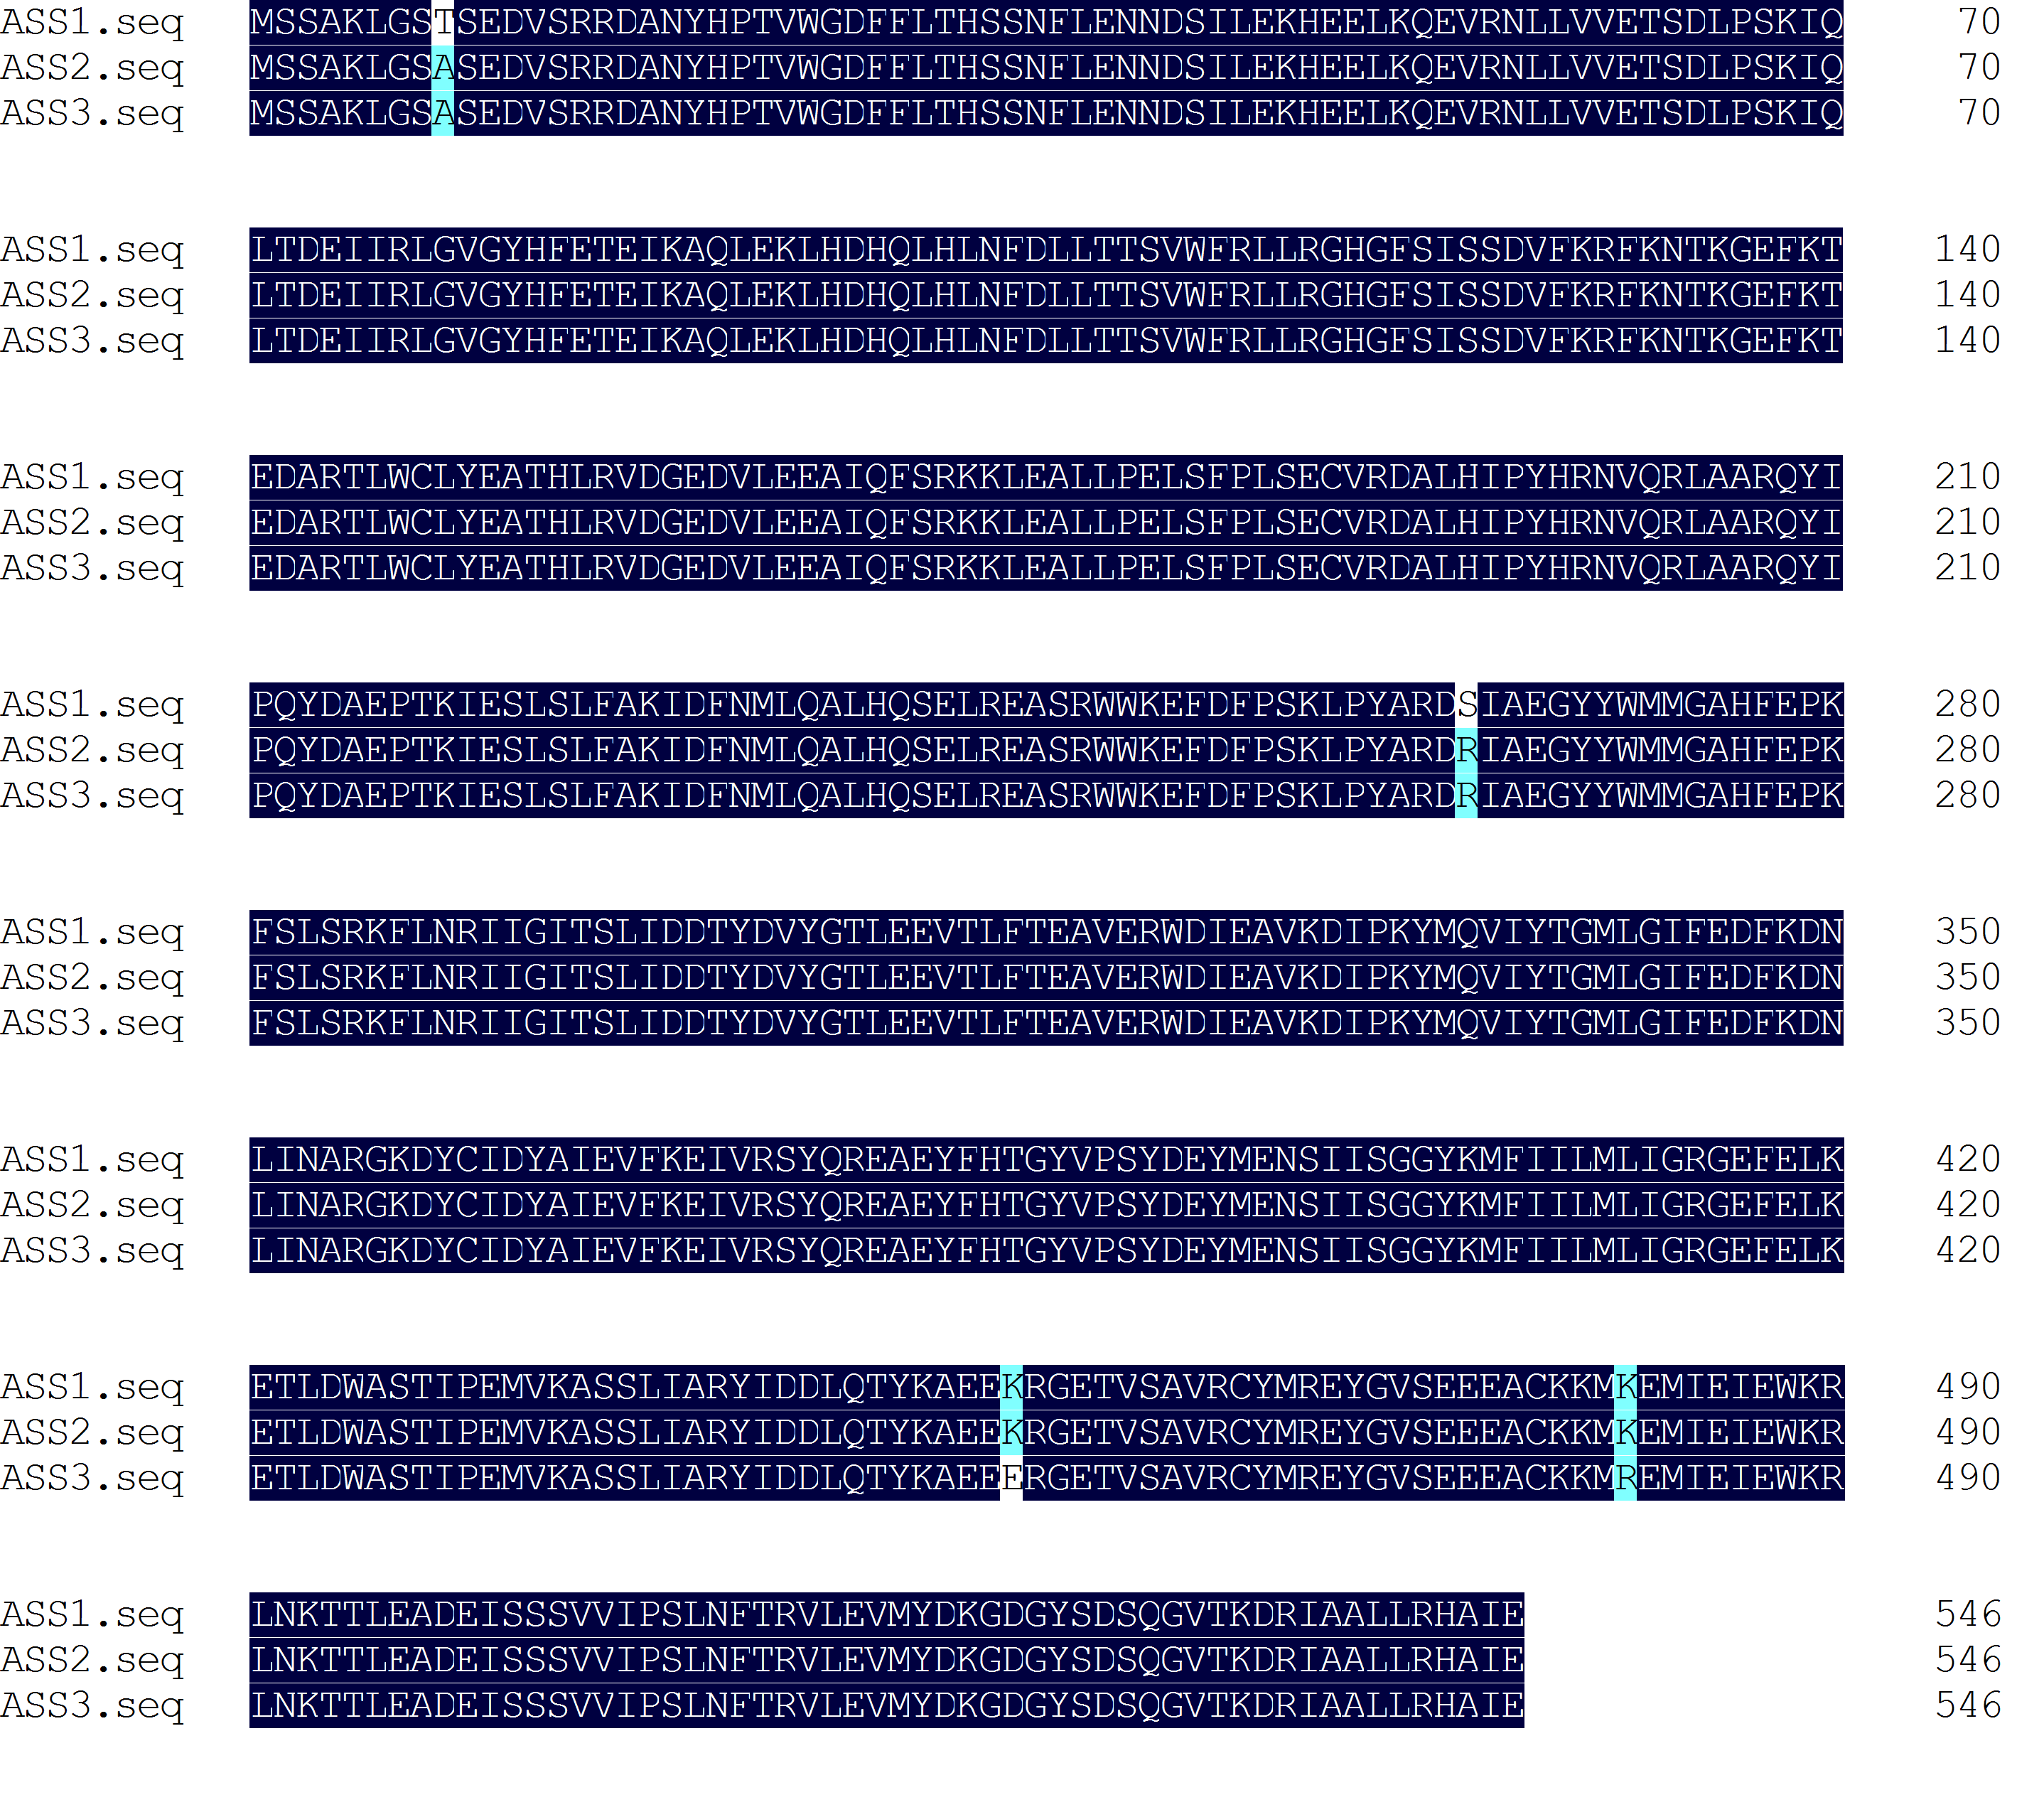

**Supplement:** Additional file 8: Figure S6 — Alignment of deduced amino acid sequences for 3 ASSs.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227

**Additional file 9: Figure S7. Phenetic analysis of translated full length sesquiterpene synthase sequences (*ASS1-3*) from *A. sinensis* and some characterized sesquiterpene synthase sequences from other plant species.** Amino acid sequences were aligned using the CLUSTALW program, and evolutionary distances were computed using MEGA4 with the Poisson correction method. Bootstrap values obtained after 1,000 replications are indicated on the branches. Note that: ACY37194.1, ACY37195.1, ACY37196.1, ACY37197.1 are corresponding with AcC1, AcC2, AcC3, AcC4 in the article, respectively.

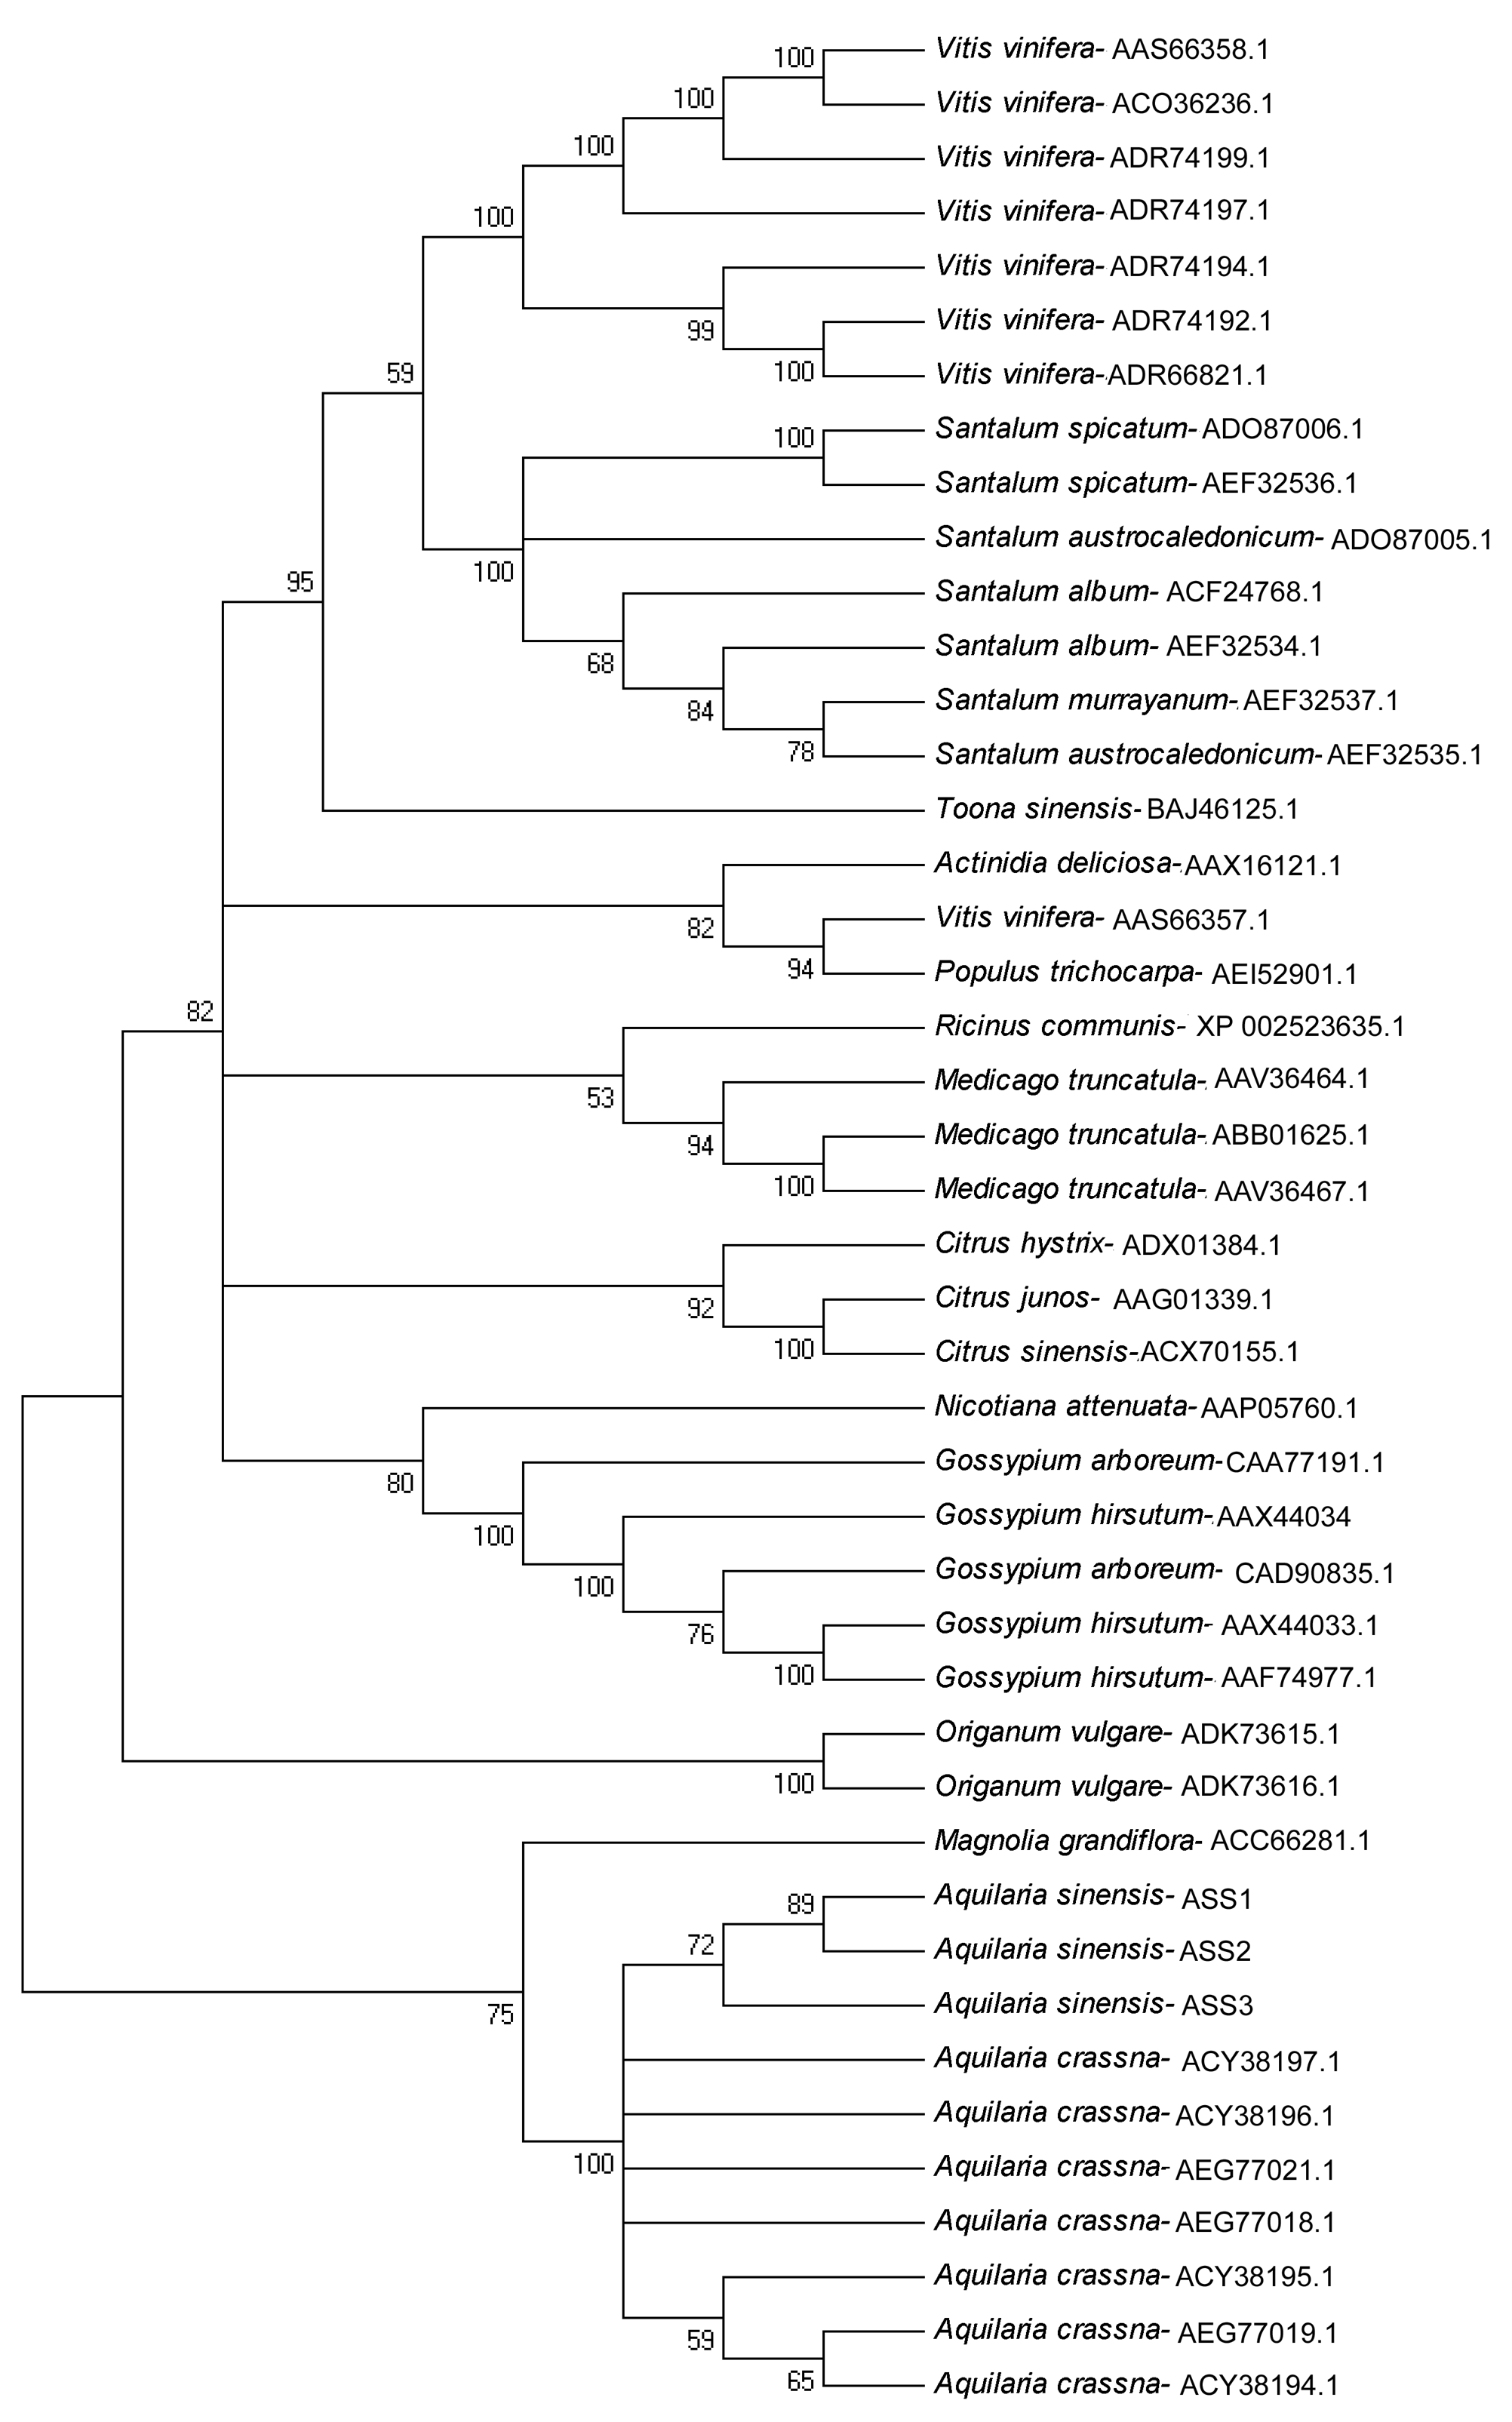

**Supplement:** Additional file 9: Figure S7 — Phenetic analysis of 3 full-length sesquiterpene synthase sequences from A. sinensis (ASS1-3) and some characterized sesquiterpene synthase sequences from other plant species. Bootstrap values after 1000 replications are shown on the branches.

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227
**Supplement:** Additional file 10: Table S3 — Major transcription factors identified from A. sinensis.

**Additional file 10: Table S3. Major transcription factors identified from *A. sinensis*.**

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227
**Supplement:** Additional file 11: Table S4 — Unigenes annotated as being related to the calcium signaling and mitogen-activated protein kinase signaling pathways.

**Additional file 11: Table S4. Unigenes annotated as relating to calcium signaling pathway and MAPK signaling pathway based on KEGG calssification.**

| **Pathway** | **No. of unigenes** | | **Unigenes** |
| --- | --- | --- | --- |
| Calcium signaling | 25 | Cluster46113;Cluster51765.seq.Contig1;Cluster53146.seq.Contig1; Cluster53146.seq.Contig2;Cluster58037.seq.Contig1;Cluster35047; Cluster60846.seq.Contig;Cluster38563;Cluster38646;Cluster40982; Cluster51070.seq.Contig1; Cluster54428.seq.Contig1; Cluster2504;  Cluster55086.seq.Contig1; Cluster58725.seq.Contig3; Cluster857;  Cluster60029.seq.Contig1; Cluster60846.seq.Contig1; Cluster19851;  Cluster25015; Cluster42252;Cluster43899;Cluster46933;  Cluster47159; Cluster47381; | |
| MAPK signaling | 41 | Cluster60663.seq.Contig4; Cluster51135.seq.Contig2;Cluster21310;  Cluster52721.seq.Contig1; Cluster53146.seq.Contig1; Cluster22861;  Cluster53146.seq.Contig2; Cluster56959.seq.Contig1; Cluster36621;  Cluster57659.seq.Contig1; Cluster59667.seq.Contig1; Cluster26315;  Cluster61579.seq.Contig1; Cluster61928.seq.Contig1; Cluster36629;  Cluster62712.seq.Contig1; Cluster62975.seq.Contig2; Cluster47381;  Cluster62975.seq.Contig3; Cluster63504.seq.Contig1; Cluster44431;  Cluster63504.seq.Contig2; Cluster63793.seq.Contig2; Cluster49916;  Cluster53700.seq.Contig1; Cluster54633.seq.Contig1; Cluster17888;  Cluster58365.seq.Contig1;Cluster58365.seq.Contig2;Cluster18962;  Cluster59667.seq.Contig2; Cluster60029.seq.Contig1; Cluster19490;  Cluster60234.seq.Contig1;Cluster61508.seq.Contig1; Cluster14946;  Cluster62975.seq.Contig1; Cluster63793.seq.Contig1; Cluster177;  Cluster60663.seq.Contig1; Cluster60663.seq.Contig3; | |

# Supplementary material for: Identification of genes related to agarwood formation: transcriptome analysis of healthy and wounded tissues of Aquilaria sinensis
**Source:** BMC Genomics. 2013 Apr 8;14:227. doi: 10.1186/1471-2164-14-227
**Supplement:** Additional file 13: Table S6 — Primers used in this study.

**Additional file 13: Table S6. Primers used in this study.**

**1. Primers for cloning ORF cDNA of *AsFPS* and *ASS1-3*.**

*AsFPS:*

forward primer: 5'-ATGGCGGATCTCAGATCGAC-3'

reverse primer: 5'-CTTCTGCCTCTTGTAGATTTTCCC-3'

*ASS1-3:*

forward primer: 5'-ATGGTCGACCTGCAGGCG-3'

reverse primer: 5'-TCAGATTTCAATAGCATGACGCAAC-3'

**2. Gene-specific primers for real-time PCR analysis of gene expression**

*Internal Control: AcHistone*

forward primer: 5'-GTACCGCTACCGGAGGGAAGTTGAAGA-3'

reverse primer: 5'-CTTCTTGGGCGACTTGGTAGCCTTGGT-3'

*ASS1:*

forward primer: 5'-AAGAAGATGAAGGAGATGATTGAGA-3'

reverse primer: 5'-TAGATACTCAAGCTATGCATCCAAC-3'

*ASS2:*

forward primer: 5'-AAGAAGATGAAGGAGATGATTGAGA-3'

reverse primer: 5'-TTTCAATAGCATGACGCAACAAG-3'

*Cluster61437.seq.Contig2 (DXPS):*

forward primer: 5'-CTCTTGAGATTGGCAAAGGCAG-3'

reverse primer: 5'-ATTGCTATTGGTCGCACCTTTAC-3'

*Cluster60873.seq.Contig1 (HMGR):*

forward primer: 5'-CGTTCTATTGAGAGATGGGATGAC-3'

reverse primer: 5'-ATGGCATCACCAGTGCTACAAG-3'

*Cluster58892.seq.Contig1 (AsFPS):*

forward primer: 5'-ATGATAACTACGGGAAGGATAACGC-3'

reverse primer: 5'-ACTTGTCCACCATTCCGTCGC-3'

*Cluster57215.seq.Contig1 (CDPK1):*

forward primer: 5'-CCATTTCTAAAGATAGGCTTGTGAC-3'

reverse primer: 5'-AAAATCCTCAACTTCTTCAATCAAG-3'

*Cluster58835.seq.Contig1 (CDPK2):*

forward primer: 5'-CGGGGAGAGTTCGGTATTACTTATC-3'

reverse primer: 5'- GTTACCAAGACCATTGTGGAAGTTG-3'

*Cluster53662.seq.Contig1 (CDPK3):*

forward primer: 5'-GGATGATAGAGTCGCCCCAG-3'

reverse primer: 5'- TAAATAAGACGGAGAGAGAGGAAAA-3'

*Cluster60806.seq.Contig3 (CDPK5):*

forward primer: 5'-GGTCTAAAAGAAATGTTCAAGGCAA-3'

reverse primer: 5'- GTGAGGAACATCTTGTAGCAGCAT-3'

*Cluster51236.seq.Contig1 (CDPK6):*

forward primer: 5'-GTCATTACAGTGAGCGAGCGG-3'

reverse primer: 5'- GTGATACTTTACATTTTGCTGTGCG-3'

*Cluster55740.seq.Contig1 (ERF115):*

forward primer: 5'-ATGGGGAAAGTGGGCGGC-3'

reverse primer: 5'- ACCTGCCGGGTAGTACTGAGCC-3'

*Cluster51020.seq.Contig1 (EBF):*

forward primer: 5'-CAAAGCAGCCACATCACTTGAGAAC-3'

reverse primer: 5'- TACCAGCCTCAATACCTTCAGTCAA-3'

*Cluster61431.seq.Contig2 (EIN3):*

forward primer: 5'-TCTGACAATCTACGGGAGTGGTG-3'

reverse primer: 5'- ATGGTGGTGGCACTCCTTTCTC-3'

*Cluster61879.seq.Contig1 (ETR1):*

forward primer: 5'-GATGTGATTGGTGATGAGAAACG-3'

reverse primer: 5'- AAAGATTTGGAATATCCTGTGGG-3'

*Cluster64407.seq.Contig2 (ACO3):*

forward primer: 5'-CATCTTGCTCTTCCAGGACGAC-3'

reverse primer: 5'- CTGTTTGTTCTCCTCCGCCA-3'

*Cluster61772.seq.Contig1 (AOSC):*

forward primer: 5'-TTCAACTGGCTCCCCTGCT-3'

reverse primer: 5'- TGTTCGGGAAGAAGAGTTTCATGC-3'

*Cluster58214.seq.Contig1 (JAip):*

forward primer: 5'-TCTCCAAGGTAGCTCTCGACATG-3'

reverse primer: 5'- GGAGGGAACGATCGCCG-3'

*Cluster52765.seq.Contig1 (noxB):*

forward primer: 5'-GCCGTCTACACATTCCCGA-3'

reverse primer: 5'- CCGGGTTGCAATTCTTTCA-3'

*Cluster63395.seq.Contig1 (APX1):*

forward primer: 5'-AAGGCTTACCCGACTGTGAG-3'

reverse primer: 5'- AGTAACCTCAACTGCCACGAC-3'

*Cluster58923.seq.Contig1 (SODCP):*

forward primer: 5'-TTTTCCGTGAAGTTCCTCCG-3'

reverse primer: 5'- CGGATTGAAATGTGCTCCAGTT-3'

*Cluster59297.seq.Contig1 (SODA):*

forward primer: 5'-GAAGGAGGTGGTGAGCCGC-3'

reverse primer: 5'- TCTTCAAGTAGTCAGGTCTAACATT-3'

*Cluster57933.seq.Contig1 (WRKY2):*

forward primer: 5'-AAAAGATTCTGGGTTCAAGCAAAG-3'

reverse primer: 5'- CGAGGATTGGAGGTTGAAGGG-3'

*Cluster58457.seq.Contig1 (WRKY4):*

forward primer: 5'-TCTCGCCTTCCTCTTACTTCG-3'

reverse primer: 5'- ATCCGATTGGAACCCGTTG-3'

*Cluster25441 (WRKY23):*

forward primer: 5'-TGGTGGCATCACTTTGGGT-3'

reverse primer: 5'- GATTTACCTGCCTTTGGTGAACTG-3'

*Cluster54069 (WRKY32):*

forward primer: 5'-GGCAGGCTCGTCCTTGTTC-3'

reverse primer: 5'- GATCTCGCTCCACGTGTTTCC-3'

*Cluster31496 (WRKY60):*

forward primer: 5'- ACAGATTGGTCATAACATGAACTCG-3'

forward primer: 5'-CTTCAGTTCAGCAGAGACTTCAGCC-3'

*Cluster17738 (MYBJI):*

forward primer: 5'-TTTTGGTGGGGTTAGGCTCTT-3'

reverse primer: 5'- TCGTCACAAAGTTCCTGGAGATG-3'

*Cluster56958.seq.Contig1 (APL1):*

forward primer: 5'-CAAAAGGTGTTCTTAGAGTTATGGG-3'

reverse primer: 5'- CCCTTGAGCCTCTATCCGC-3'

*Cluster58257.seq.Contig1 (APL2):*

forward primer: 5'-CCTTCACCTTTCATTGGAGCC-3'

reverse primer: 5'- TCAGATAAATCAACAGCAGAAGCC-3'

*Cluster51480.seq.Contig1 (MYB4):*

forward primer: 5'-GATAAAGAACCACTGGCACACCC-3'

reverse primer: 5'- CAGCGTGCTCCAGGGGG-3'

*Cluster54321.seq.Contig1 (MAPK5):*

forward primer: 5'-AGTGACCCTACCGTGAGGAGAC-3'

reverse primer: 5'- AATTTGAGGGTTTAATATCGCGG-3'

*Cluster60618.seq.Contig1 (MAPK15):*

forward primer: 5'-TCGCAGAGATGCTTACAGGAAAAC-3'

reverse primer: 5'- ATGCGTTCAAGAAGACGAAGAGC-3'

*Cluster22126 (MAPK2):*

forward primer: 5'-CGGCAAGCAAACAGGGG-3'

reverse primer: 5'- TATGGTCGCTCGGCTGTATCG-3'

*Cluster59667.seq.Contig1 (MAPK3):*

forward primer: 5'-GCTATTGCTGAACTCCTCGGAT-3'

reverse primer: 5'- CAATGGCTGACGAGGATGTG-3'

*Cluster57968.seq.Contig1 (MPKK2):*

forward primer: 5'- ATGCTCTGCCCTTCGTCAAC-3'

reverse primer: 5'- GCAAAGGAGCAGAGTGGGATAG-3'

How the deposited data were processed for this re-analysis (not part of the article)

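The material was stems of 3-year-old *A. sinensis* trees, in 2 libraries, 1 labelled healthy (H) and 1 labelled wounded (W, 8 times after pruning mixed in equal proportion). The authors made SMART cDNA with 25 cycles of long-distance PCR, sequenced it by GS-FLX pyrosequencing, removed vector sequence, tails and reads shorter than 100 bp, assembled the reads of both libraries with MIRA and clustered the sequences with UIcluster 2.0 and assembled the clusters with Cap3, so that the unigenes of 1 cluster are sequences Cap3 did not merge. The versions of MIRA and Cap3 are not given in the sources used here. For each library the authors deposited the count of reads per unigene, as whole numbers without normalization. The authors also deposited these counts scaled to the library for each unigene, labelled TPM there and called RPM here. In all unigenes (100%) the deposited RPM lay within 0.05 of the count plus 1 read divided by the high-quality reads of the library, so a unigene without reads is listed at 1.9 in H and 1.8 in W, and the RPM values were used only for this check. The counts summed to 432265 in H and 423466 in W, and the other 18.5% and 22.0% of the high-quality reads the paper reports lie outside the listed unigenes. A floor of 3 reads is 6.94 RPM in H and 7.08 in W.

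Each unigene's reads were compared between the libraries by Pearson's chi-square test on a 2 by 2 table without continuity correction, at P at or under 0.01. Adjusted P was held to the same threshold. The paper's methods name the chi-square test and this threshold, while the use of unadjusted P and of the reads in unigenes as library size was chosen here. A quasi-likelihood model could not be fitted with 1 library per condition, so no test across replicates was made. Ratios of read shares carry exact (Clopper-Pearson) 95% intervals conditional on the sum of the reads, and a library without reads was set to a floor of 3 reads for the fold. The lists of Table S4 are described by the median log2 ratio, with 0.5 reads added, and its percentile among 10000 random lists of the same size matched on mean expression. Functional groups that needed an annotation were not analysed here, because the deposited counts have none. Gene names were taken from Tables S5 and S6 of the paper, which give matches from other species. Of the 30 regulators of Table S6, 29 identifiers were found, and of the 27 entries of Table S5 all 27 were found. Of the 25 calcium signaling identifiers of Table S4, 24 were found, and 1 is incomplete.

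The genes named in the text are every unigene that Table S5 or S6 pairs with a gene name, the member with the smallest P in each direction of each Table S4 list, and over all unigenes the 2 with the smallest P in each direction, by identifier only. This rule, the tests, the groups of regulators and the lists were chosen before the data were examined, while the values in the paper's tables had been read. Alternatives set at the same time were Fisher's exact test, Yates' correction, Benjamini-Hochberg and Bonferroni adjustment, a minimum of 10 reads, a filter of 2-fold, the high-quality reads as library size, median-ratio scaling, edgeR's TMM, reads per kilobase, unigenes of 1 library counted without a test, detection minimums of 2 and 3 reads, thinning of H to the reads of W, and each library alone. Added after the data had been seen were 1 read added with the high-quality reads as library size, reads summed over clusters, random lists matched on length as well as expression, other thresholds of P and ratios without a test.

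The test was tested on simulated data, with 200 of 89137 unigenes changed. The 200 were drawn from unigenes with at least 20 reads over both libraries, so the recovery given here does not hold for unigenes with fewer reads. The simulated counts varied by counting error (Poisson) only. The test recovered 90% of the 50 unigenes changed 4-fold upward and 90% of 50 changed 4-fold downward. It recovered 98% of 50 changed 8-fold upward and 96% of 50 changed 8-fold downward. It passed 0.241% of the 88937 unchanged unigenes and 0.784% of those with 10 or more reads. The intervals held the true ratio in 97.3% of 2000 cases, all with 10 or more reads. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16, the last for TMM factors only.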

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

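All tests of explanations in this part were chosen only after the results were seen.

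Cluster64407.seq.Contig3 had a 20.8-fold higher share of reads in H than in W, in a unigene the paper does not discuss. Cluster64182.seq.Contig2, also not discussed by the paper, had a 48.3-fold higher share in H. In the other direction, Cluster63179.seq.Contig2 had a 44.5-fold higher share in W and Cluster64150.seq.Contig3 a 3.95-fold higher share in W, and the paper does not discuss them either. Among unigenes with more than 20 reads, 93 had all of them in H and 8 had all of them in W, a difference the paper does not report.

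Sesquiterpene and wound-signal unigenes have more reads in H: the 2 named enzymes past the threshold and 12 of the 14 such regulators were lower in W, while the paper's RT-PCR of stems (Fig. 6A) shows *HMGR* and *AsFPS* higher after wounding. That the 2 deposited files carry each other's label relative to Table 2 of the paper is argued against, since with the labels exchanged 2 of the 3 enzyme unigenes would have more reads than their class in Table 2, and 0 have with the labels as deposited. For *HMGR* and *AsFPS*, a rise late after the cut diluted by the pooled earlier times is argued against only under several assumptions. In 2 of 2 the upper bound of the ratio's interval lies below the RT-PCR fold divided by the 8 pooled times. This takes the RT-PCR as made on stems of the last time, as the legend of Fig. 6A gives. It also takes each time to add equal mRNA, and H to match the RT-PCR control trees. The paper's text instead gives the pooled wounded stems for the RT-PCR, and then the division by 8 does not apply. The folds were read by eye, and the interval covers counting error only. A diluted late rise stays open for the 12 regulators lower in W, which have no RT-PCR value in stems. For them a lower level soon after pruning is also open and untested. Whether the 2 libraries were exchanged before the files and Table 2 were made cannot be told apart from a difference between the sequenced stems, since each condition has 1 library. Of the paper's other measures, its RT-PCR of *ASS1* in stems rises strongly after wounding. Table 2 lists more reads in the healthy library for the sesquiterpene synthases, mevalonate kinase and acetyl-CoA acyltransferase. For DXPS, DXPR, phosphomevalonate kinase and MCS it lists about as many in both. Fig. 2 and Fig. 4 have more unigenes of terpenoid and carbohydrate metabolism and more DEGs marked up in W. The tables and KEGG counts come from the same 2 libraries, so they do not settle whether the libraries were exchanged. The RT-PCR of stems is a measure apart from the read counts. For *HMGR*, *FPS* and *ASS1* it runs opposite to the reads of their classes in Table 2, as an exchange would give. It does not settle the exchange either, since the paper's text and the legend of Fig. 6A give different wounded stems for it. How far its stems differed from those sequenced is therefore not known.

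More unigenes with over 20 reads have them all in H than all in W. Sampling of reads at this depth is argued against, with an expected number of 4.07e-04 such unigenes in H, which covers counting error only, so that chance amplification of few molecules by PCR stays open and untested. Reads of W placed in another unigene of the same cluster are argued against for the 22 unigenes whose cluster has other members and 0 reads in W, and stay open for the 17 whose cluster has reads in W. The remaining 54 are the only member of their cluster. Reads of W placed in a unigene of another cluster stay open for all 93 unigenes, as no sequences were compared. Reads of another organism in H cannot be told apart from a difference between healthy and pruned stems, which was not tested, because neither sequences nor annotation were used here, and these unigenes held 1.5% of the reads in H.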

How the results depend on the processing

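Thresholds of P other than 0.01, ratios without a test, 1 read added, sums over clusters and random lists matched on length were chosen only after the results were seen. All 16 named unigenes past the threshold kept their call and direction in every scaling and with Fisher's exact test. With Benjamini-Hochberg adjustment 4 of them no longer passed over all unigenes (*CDPK5*, *APL2*, *ETR1* and *noxB*) and 2 over the list alone (*CDPK5* and *APL2*), because the adjusted threshold is stricter, and *CDPK5* no longer passed with reads summed over clusters. Regulators higher in W numbered 1 with Benjamini-Hochberg over all unigenes. The ratio of *DXPS* turned to 0.979 with median-ratio scaling and 0.957 with TMM, and that of *JAip* to 0.977 with high-quality reads as library size, 0.909 with median-ratio scaling and 0.889 with TMM. These 2 ratios lay within counting error of 1. MAPK signaling unigenes higher in W numbered 0 with high-quality reads as library size, median-ratio scaling, TMM and both adjustments. With the reads in unigenes as library size, depth limits the calls to unigenes with at least 7 reads. No paired analysis was possible because each group has 1 library.

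The DEGs numbered 1376 with Benjamini-Hochberg adjustment (340 higher and 1036 lower in W) and 615 with Bonferroni (116 and 499), again because the threshold is stricter. DEGs higher in W numbered 1045 with median-ratio scaling, 992 with TMM and 1089 with 1 read added and high-quality reads as library size. Counting unigenes of 1 library without a test gave 38974 (22359 higher and 16615 lower). A threshold of 0.05 gave 11158 (5906 and 5252), 0.1 gave 20574 (11918 and 8656), 0.2 gave 44973 (26218 and 18755), 0.3 gave 47354 (27585 and 19769) and 0.5 gave 60150 (34935 and 25215). A ratio of 2 or more without a test gave 57672 (35570 and 22102) and a ratio of 3 or more 46701 (27999 and 18702). DEGs only in H and only in W numbered 365 and 165 with Yates' correction. They numbered the same with 1 read added and the high-quality reads as library size. They were 294 and 104 with 10 reads, 152 and 25 with Benjamini-Hochberg and 64 and 3 with Bonferroni. With both scalings 279 were only in W, while 955 were only in H with TMM. DEGs in both libraries numbered 1199 and 548 with the 2 adjustments. With Fisher's exact test, Yates' correction, the filters of 10 reads and of 2-fold, high-quality reads as library size, reads per kilobase and sums over clusters, the total and both directions stayed within 1.5 times.

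With 2 reads or more per library, 27728 unigenes were in both. With 3 or more, 30948 were in H, 34739 in W and 19114 in both. The share of unigenes with more than 10 reads was 11.5% in H alone and 10.3% in W alone. Higher minimums and single libraries leave fewer reads by construction, and for the other moves the cause was not tested.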

Differences from the paper's values

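The comparisons of thresholds of P other than 0.01 and of ratios without a test were chosen only after the results were seen.

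The paper reports 47169 DEGs, and 3918 were obtained here at its stated threshold of P = 0.01. Of the alternatives set before the data were examined, counting unigenes of 1 library without a test gave 38974, within 1.5 times of the paper's number. Fisher's exact test, Yates' correction, Benjamini-Hochberg, Bonferroni, the minimum of 10 reads, the filter of 2-fold, the high-quality reads as library size, median-ratio scaling, TMM and reads per kilobase gave between 615 and 4050. For DEGs with reads only in H the paper's number is 14988 and the number here 657, and for those only in W the paper's is 21165 and the number here 450. Counted without a test they were 14998 and 21165, and no other alternative set before the data were examined came within 1.5 times. For DEGs with reads in both libraries the paper's number is 11016 and the number here 2811, and none of those alternatives came within 1.5 times. Settings chosen after seeing the values reached the paper's total of 47169 within 1.5 times, with 44973 at P of 0.2, 47354 at 0.3, 60150 at 0.5, 57672 at a ratio of 2 or more and 46701 at a ratio of 3 or more. They also reached the paper's 11016 in both libraries, with 8162 at P of 0.1, 13057 at 0.2, 15438 at 0.3 and 10538 at a ratio of 3 or more. For unigenes only in H and only in W, chosen likewise after seeing the values, P of 0.2 and of 0.3 gave 13233 and 18683, and P of 0.5 and both ratios gave 14998 and 21165. The paper's numbers of DEGs only in H and only in W equal its numbers of all unigenes of 1 library in Fig. 3. So by these numbers all unigenes of 1 library were counted there as DEGs, while 657 and 450 passed here. The paper's own list of DEGs was not used here, so for those with reads in both libraries the number these settings drop is not known.

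For the ratio of wounded to healthy stems, the paper's RT-PCR value for *HMGR* is about 5.1 in Fig. 6A, read by eye, and the ratio of reads here was 0.0701. For *DXPS* the paper's value is about 5.3 in Fig. 6A, read by eye, and the ratio here 1.10. For *AsFPS* the paper's value is about 16 in Fig. 6A, read by eye, and the ratio here 0.0552. All 3 differed from the paper's under the high-quality reads as library size, median-ratio scaling, TMM and reads per kilobase, all set before the data were examined. The figure's legend gives stems at 5 d for the RT-PCR, the paper's text gives the pooled wounded stems, and W pools 8 times.

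The paper counts far more unigenes with higher than with lower relative abundance in W among the DEGs in KEGG classes. Over all DEGs here, 1644 were higher and 2274 lower in W, and in the 2 lists of Table S4 together 1 was higher and 11 were lower. The direction over all DEGs was that of the paper with unigenes of 1 library counted without a test, an alternative set before the data were examined (22359 higher and 16615 lower), and with the settings chosen after seeing the values, from P of 0.05 (5906 and 5252) over P of 0.1 (11918 and 8656), 0.2 (26218 and 18755), 0.3 (27585 and 19769) and 0.5 (34935 and 25215) to ratios of 2 or more (35570 and 22102) and 3 or more (27999 and 18702). The paper describes the 30 selected regulators as DEGs. Table S6 also holds 30 regulators, but it lacks *HD-ZIP*, which the paper's text names, so the 2 sets are not the same. Of the 29 of Table S6 found here, 14 passed the threshold. It places a larger share of the unigenes between 200 and 600 bp than the 53.3% found here. The paper gives 14988 unigenes only in H, and 14998 were found here. With 14998, the 3 parts of Fig. 3 add up to 89137.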

Other observations

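All tests of explanations in this part were chosen only after the results were seen.

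The 3 contigs of the *ACO3* cluster were lower in W, and its remaining member, Cluster64407.seq.Singlet1, had 1 read in H and 0 in W and did not pass. Besides the *ACO3* unigene of Table S6, Cluster64407.seq.Contig1, which Table S5 pairs with the same name, had 834 reads in H and 49 in W, 16.7-fold lower (95% interval 12.5 to 22.7). The third contig, Cluster64407.seq.Contig3, was the unigene with the smallest P of all. Of the other unigenes that only Table S5 names, a calcium-dependent protein kinase isoform 2 had 21 reads in H and 9 in W (ratio 0.437, 95% interval 0.176 to 0.996, P = 0.0328 from the chi-square test) and a second EIN3 unigene had 3 and 1. Neither passed the threshold.

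The paper reports the response of the regulators to methyl jasmonate in calli, which were not analysed here. Of the 26 regulators it shows as raised there and that were found in the stem counts, 2 were higher in W, 12 were lower and 12 did not pass the threshold. The 2 found among those it shows as lowered did not pass.

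Unigenes seen in only 1 library were more numerous than an even division of each unigene's reads by library size gives, with 14998 only in H against 12131 expected and 21165 only in W against 11607 expected. Of the high-quality reads the paper reports, 18.5% in H and 22.0% in W lay outside the listed unigenes.

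Among DEGs and among unigenes with 10 or more reads, short unigenes lean to H and long unigenes to W. Of the DEGs under 300 bp 15.4% were higher in W, and of those of 2000 bp or more 58.9%, a difference of 43.5 percentage points. At 10 or more reads the median log2 ratio of unigenes of 2000 bp or more exceeded that of unigenes of 300 to under 500 bp by 0.89 (bootstrap 95% interval 0.70 to 1.20). Fragments of 1 transcript split over the unigenes of a cluster are argued against for the lean of short unigenes to H. In clusters of 1 unigene the difference was 1.28 (bootstrap 95% interval 0.83 to 1.82). There the median log2 ratio was -1.25 for the short and 0.03 for the long unigenes, so the lean of long unigenes to W was not seen in these clusters. A difference in cDNA size or RNA integrity between the 2 libraries cannot be told apart from the condition, with 1 library each, and it may account for the 43.5 points as a longer class of transcripts in pruned stems may, which was not tested.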
